# m^6^A epitranscriptome analysis reveals differentially methylated transcripts that drive early chemoresistance in bladder cancer

**DOI:** 10.1093/narcan/zcad054

**Published:** 2023-11-16

**Authors:** Emmanuelle Hodara, Aubree Mades, Lisa Swartz, Maheen Iqbal, Tong Xu, Daniel Bsteh, Peggy J Farnham, Suhn K Rhie, Amir Goldkorn

## Abstract

*N* ^6^-Methyladenosine (m^6^A) RNA modifications dynamically regulate messenger RNA processing, differentiation and cell fate. Given these functions, we hypothesized that m^6^A modifications play a role in the transition to chemoresistance. To test this, we took an agnostic discovery approach anchored directly to chemoresistance rather than to any particular m^6^A effector protein. Specifically, we used methyl-RNA immunoprecipitation followed by sequencing (MeRIP-seq) in parallel with RNA sequencing to identify gene transcripts that were both differentially methylated and differentially expressed between cisplatin-sensitive and cisplatin-resistant bladder cancer (BC) cells. We filtered and prioritized these genes using clinical and functional database tools, and then validated several of the top candidates via targeted quantitative polymerase chain reaction (qPCR) and MeRIP-PCR. In cisplatin-resistant cells, SLC7A11 transcripts had decreased methylation associated with decreased m^6^A reader YTHDF3 binding, prolonged RNA stability, and increased RNA and protein levels, leading to reduced ferroptosis and increased survival. Consistent with this, cisplatin-sensitive BC cell lines and patient-derived organoids exposed to cisplatin for as little as 48 h exhibited similar mechanisms of SLC7A11 upregulation and chemoresistance, trends that were also reflected in public cancer survival databases. Collectively, these findings highlight epitranscriptomic plasticity as a mechanism of rapid chemoresistance and a potential therapeutic target.

## Introduction

Cancer treatment has advanced dramatically in recent decades, but the majority of patients with advanced malignancies ultimately succumb to their disease. Urinary bladder cancer (BC) takes a major societal toll in the United States, with an estimated 82 290 annual new cases in 2022. The backbone of therapy for locally advanced and metastatic BC is cisplatin chemotherapy, but a majority of tumors develop resistance, resulting in 16 710 deaths in 2022 (1). Treatment resistance traditionally has been attributed to rare genetically resistant subpopulations of cells in the original tumor or to adaptive genomic alterations induced by drug treatment propagated via Darwinian selection (2). However, we and others have demonstrated that within a genetically identical cell population, significant epigenetic and transcriptional heterogeneity can exist or arise by phenotypic plasticity in response to environmental factors and contribute to drug resistance (3–7).

Another mechanism of phenotypic plasticity involves *N*^6^-methyladenosine (m^6^A) RNA modification, which has been shown to dynamically regulate messenger RNA (mRNA) processing, differentiation and cell fate (8–12). m^6^A is deposited co-transcriptionally by a conserved core writer complex of METTL3, METTL14 and WTAP (13,14), whereas m^6^A is removed by two demethylases (erasers), ALKBH5 and FTO (15,16), although the precise functions ascribed to these proteins continue to evolve. m^6^A modifications are recognized by binding proteins (readers), namely YTHDF1–3, which serve as effectors of downstream sequelae. m^6^A has a major effect on splicing in a small number of transcripts (17), influences epigenetic silencing and—most importantly—affects mRNA stability (18–21). Although m^6^A status is not universally malleable (22), it can vary by cell type, explaining tissue-specific patterns of expression (23). Moreover, m^6^A-containing mRNAs are believed to be key regulators of specific signaling pathways (22). For example, m^6^A residues are found on mRNAs encoding tumor suppressor *APC*, and m^6^A-mediated degradation of *APC* leads to cancer progression (24). Indeed, deregulation of m^6^A and its effector proteins (writers, erasers, readers) has been implicated in cancer initiation, progression, drug resistance and relapse in a variety of malignancies (10).

In BC, one analysis of The Cancer Genome Atlas (TCGA) database showed that 80% of BC samples were altered in one or more m^6^A effectors, most commonly VIRMA, YTHDF1/3, METTL4 and RBM15 (25). Another study demonstrated that the m^6^A eraser, ALKBH5, inhibited cell proliferation and sensitized BC cells to cisplatin (26). More recently, a third study reported that circular RNA *circ0009399* binds WTAP to modulate expression of target RNA through m^6^A and reduce cisplatin sensitivity in BC (27). These studies underscore the potential impact of elucidating m^6^A’s role in BC, calling for a more systematic analysis to identify epitranscriptomic drivers of disease progression and drug resistance.

To address this need, in this study we set out to systematically identify changes in m^6^A RNA methylation and RNA expression between cisplatin-sensitive and cisplatin-resistant BC cells. Using unbiased transcriptome-wide m^6^A profiling followed by targeted validation, we demonstrated that m^6^A modifications regulate expression of clinically relevant gene transcripts in BC, and that a subset of these modifications may promote resistance to chemotherapy. Specifically, m^6^A modification regulated the levels of SLC7A11, a cystine–glutamate antiporter that potentiates cisplatin resistance in BC. Decreased m^6^A levels on SLC7A11 mRNA led to decreased binding of the m^6^A reader YTHDF3, decreased mRNA degradation and increased SLC7A11 expression in cisplatin-resistant cells compared to cisplatin-sensitive cells. The same trend was observed with short-term cisplatin treatment, suggesting that m^6^A RNA modifications can regulate early phenotypic changes that promote transition to cisplatin resistance in BC.

## Materials and methods

### Cell culture

Human BC cell lines, T24 and UM-UC-3, were cultured in RPMI 1640 and Dulbecco’s modified Eagle medium (DMEM; Mediatech Inc., Manassas, VA), respectively, supplemented with 10% heat-inactivated fetal bovine serum (FBS; Omega) and 1% penicillin/streptomycin (100 units/ml, Invitrogen), at 37°C and 5% CO_2_. Prior to conducting all experiments, the cell lines were authenticated using nine-marker short tandem repeat profiling and testing interspecies and mycoplasma contamination (CellCheck 9 Plus, IDEXX BioAnalytics, Columbia, MO). We maintain stringent, good cell culture practice and keep extensive records of cell lines’ culture and harvesting conditions, including passage count and cell density. We performed all experiments below passage 20, after which cultures were restarted using thawed cells from earlier passages. T24R2 cell lines were generated by serial desensitization of T24 cells with cisplatin and were a generous gift from the Byun Lab (Seoul National University Bundang Hospital) (28). T24R2 cell lines were maintained in RPMI 1640 media with 6.6 μM cisplatin (Cat# NSC 119875, Selleck Chemicals, Houston, TX).

### Organoid culture

CK-9151 is a patient-derived BC organoid acquired from the National Cancer Institute (NCI) Patient-Derived Models Repository (PDMR; model 772611-094-R-V3-organoid, sample number CK9151). CTC-1044 is a patient-derived BC organoid generated in our laboratory. Through an Institutional Review Board-approved protocol and under informed consent, we received excess tissue not needed for diagnostic purposes from transurethral resection of bladder tumor (TURBT) from patients with transitional cell carcinoma of the bladder undergoing treatment at the Keck School of Medicine of USC. Cells were treated with Dispase II (1.5 mg/ml, Cat# 17105-041, Thermo Fisher) in DMEM/F12 (Cat# 12634028, Thermo Fisher) for 2 h at 37°C to break down the basement membrane. Cells were then collected, pelleted by centrifugation at 300 × *g* for 5 min and resuspended in 35 µl BME (Cat# 3533-001-02, Cultrex) per well and plated in a pre-warmed 24-well plate. The plate was inverted and incubated at 37°C for 15 min. Once the BME solidified, human bladder organoid medium (BOM) was added based on a modified 6A Media Recipe provided by the NCI PDMR with the following concentrations: advanced DMEM/F12 (1×) (Invitrogen, Cat# 12634-028), HEPES (10 mM) (Invitrogen, Cat# 15630080), GlutaMax Supplement (1×) (Life Technologies, Cat# 35050061), Primocin (0.1 mg/ml) (InvivoGen, Cat# Ant-pm-2), L-WRN Conditioned Media (50%) (Sigma–Aldrich, Cat# SCM105), *N*-acetylcysteine (1.25 mM) (Sigma, Cat# A9165-5G), nicotinamide (10 mM) (Sigma, Cat# N0636-100G), B-27 Supplement (1×) (Life Technologies, Cat# 17504044), N-2 Supplement (1×) (Life Technologies, Cat# 17502048), Y-27632 dihydrochloride (10 μM) (Tocris, Cat# 1254), FGF10 (100 ng/ml) (Peprotech, Cat# 100-26), FGF7 (25 ng/ml) (Peprotech, Cat# 100-19), FGF2 (12.5 ng/ml) (Peprotech, Cat# 100-18B) and A83-01 (5 μM) (Tocris, Cat# 2939). The medium was filtered using a 0.22 μm filter and prepared fresh every 3 weeks. Organoids were used for experiments 7–10 days after passaging and were passaged every 21 days.

### RNA isolation

Total RNA was extracted from cell lines using TRIzol reagent and Direct-zol RNA extraction kit (R2071, Zymo Research), which included treatment with DNase I for 20 min at 37°C. Total RNA was extracted from organoids using the RNeasy Micro Kit (Cat# 74004, Qiagen, Germany). The concentration of total RNA was measured by Qubit RNA HS Assay Kit (Cat# Q32855, Thermo Fisher Scientific) or via nanodrop, depending on the starting amount.

### RNA fragmentation

Total RNA was chemically fragmented into ∼200 nt fragments as previously described (29). Briefly, 3–5 μg of purified RNA was adjusted to a volume of 18 μl with RNase-free water. Two microliters of 10× RNA Fragmentation Buffer (100 mM Tris–HCl, 100 mM ZnCl_2_ in nuclease-free H_2_O) was added and incubated in a preheated thermal cycler for 4–5 min at 70°C. The reaction was stopped by adding 2 μl of 0.5 M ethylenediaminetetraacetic acid. The following were then added to the mixture: 178 μl of H_2_O, 20 μl of sodium acetate (3 M, pH 5.2, S7899, Sigma–Aldrich, St Louis, MO), 14.4 μl of glycogen (5 mg/ml, Cat# AM9510, Thermo Fisher Scientific) and 500 μl of 100% ethanol and incubated at −80°C overnight. Fragmented RNA was pelleted by centrifuge (30 min at 12 000 × *g* at 4°C), washed once with 75% ethanol and resuspended in RNase-free water (10 μl H_2_O per 1 μg human total RNA). The size distribution was assessed using RNA 6000 Pico Kit on BioAnalyzer (Cat# 50671513, Agilent Technologies, Santa Clara, CA).

### MeRIP

Methyl-RNA immunoprecipitation (MeRIP) was performed as previously published (29). Briefly, 30 μl of Protein A magnetic beads (Cat# 10002D, Thermo Fisher Scientific) and 30 μl of Protein G magnetic beads (Cat# 10004D, Thermo Fisher Scientific) were washed twice with 500 μl IP buffer (150 mM NaCl, 10 mM Tris–HCl, pH 7.5, 0.1% IGEPAL CA-630 in nuclease-free H_2_O) and resuspended in 500 μl IP buffer, and tumbled with 5 μg anti-m^6^A antibody (Cat# E1610, NEB, Ipswich, MA) at 4°C overnight. The bead–antibody mixture was washed two more times with 500 μl IP buffer and resuspended in 500 μl IP buffer containing the fragmented RNA, 100 μl of 5× IP buffer and 5 μl RNasin Plus RNase Inhibitor (Cat# N2611, Promega, Madison, WI), and incubated for 2 h at 4°C.

The RNA reaction mixture was washed twice with 1000 μl IP buffer, twice with 1000 μl low-salt IP buffer (50 mM NaCl, 10 mM Tris–HCl, pH 7.5, 0.1% IGEPAL CA-630 in nuclease-free H_2_O) and twice with 1000 μl high-salt IP buffer (500 mM NaCl, 10 mM Tris–HCl, pH 7.5, 0.1% IGEPAL CA-630 in nuclease-free H_2_O) for 10 min each at 4°C. After the washes, the m^6^A-enriched fragmented RNA was eluted from the beads in 200 μl of RLT buffer supplied in the RNeasy Micro Kit (Cat# 74004, Qiagen, Germany) for 2 min at room temperature. Magnetic separation rack (Cat# 1231D, Thermo Fisher Scientific) was applied to pull beads to the side of the tube. Supernatant was collected to a new tube and combined with 400 μl of 100% ethanol. The mixture was transferred to an RNeasy MicroElute spin column (RNeasy Micro Kit) and centrifuged at >12 000 rpm at 4°C for 1 min. The column membrane was washed with 500 μl RPE buffer (RNeasy Micro Kit) once and with 500 μl of 80% ethanol once. The column was centrifuged at full speed for 5 min at 4°C to remove residual ethanol. The m^6^A-enriched RNA was eluted with 14 μl nuclease-free water.

### RT-qPCR and MeRIP-qPCR

Complementary DNA (cDNA) synthesis was performed using qScript cDNA SuperMix (Cat# 95408-500, QuantaBio, Beverly, MA). Real-time polymerase chain reaction (PCR) was performed using PerfeCTa SYBR Green FastMix (Cat# 95071-250, QuantaBio) using a Bio-Rad CFX96 Real-Time PCR Detection System. For MeRIP samples, 2 µl of 14 µl eluted RNA was reverse transcribed. MeRIP efficiency was assessed by SETD7/GAPDH reverse transcription-quantitative PCR (RT-qPCR) using a threshold of 100-fold enrichment. The expression percentage of a target gene in RNA immunoprecipitation (RIP) sample relative to the input control sample was determined as follows: %input = 2^(Ct of target gene in input control − Ct of target gene in RIP). The relative gene expression of various target genes after altering global m^6^A (using genetic and pharmacological modulation) was calculated using GAPDH as a housekeeping gene. Relative expression = 2^(Ct of GAPDH − Ct of target gene). Primer sequences can be found in Supplementary Table S1. All experiments were performed in biological triplicates, and additional technical triplicates were used for all RT-qPCR experiments.

### Library preparation and sequencing

RNA sequencing (RNA-seq) libraries were prepared using NEBNExt Ultra II RNA Library Prep Kit for Illumina (Cat# E7420, NEB) according to the manufacturer’s protocol. MeRIP libraries were prepared using SMARTer Stranded Total RNA-Seq Kit v2—Pico Input Mammalian (Cat# 634413, Takara-Clontech, Japan) according to manufacturer’s instructions. Briefly, 3.5 µl of 14 µl eluted RNA and 50 ng input RNA were used for library construction omitting the fragmentation step. Libraries for IP RNA and input RNA were PCR amplified for 16 and 12 cycles, respectively. Purified libraries were quantified using Qubit dsDNA High Sensitivity Kit (Cat# Q32851, Thermo Fisher) using a Qubit fluorometer, and the size distribution was checked by BioAnalyzer (Agilent Technology) using Agilent High Sensitivity DNA Kit (Cat# 5067-4626, Agilent). The samples were then sequenced using a NovaSeq PE 150 (Illumina, San Diego, CA). Adapter sequences were removed, and sequences were demultiplexed using the bcl2fastq software (Illumina).

### RNA-seq analysis

RNA-seq reads were aligned to human genome hg38 with reference annotation GENCODE v39 and counted using STAR (version 2.7.0) (30,31). Only uniquely mapped reads without duplicates were selected using samtools (version 1.10) (32). Read counts were assigned to genes using Subread featureCounts (33). Read counts were normalized using DESeq2 package in R (version 4.1.3). To generate more accurate log_2_ fold change (LFC) estimates, shrinkage of the LFC estimates toward zero was applied using DESeq2 (34). Differentially expressed transcripts with absolute |log_2_FC| > 0.5 and adjusted *P*-value <0.05 were retained. Gene set enrichment analysis (GSEA) and Gene Ontology (GO) analysis were implemented and visualized using clusterProfiler package (35–37).

### Differential m^6^A analysis

MeRIP-seq (MeRIP followed by sequencing) reads were aligned to human genome hg38 with reference annotation GENCODE v39 and counted using STAR (version 2.7.0) (30,31). Only uniquely mapped reads without duplicates were selected using samtools (version 1.10) (32). IP over input peaks were called using MACS2 callpeak using the parameters ‘-nomodel -extsize100 -gsize300e6’ (38). Differential m^6^A analysis was performed using DEQ package in R as previously published (39). Briefly, DEQ runs statistical analysis using DESeq2, edgeR and QNB packages (34,39–41). Results that were statistically significant with adjusted *P*-value <0.05 using all three packages were considered significant. Gene and peak expression changes were estimated as LFCs from DESeq2. Additional filtering to mitigate the confounding effect of differential gene expression on determining differential methylation was applied using |peak IP log_2_FC − gene input log_2_FC| ≥ 1. Peaks with <10 read counts were also removed to mitigate the confounding effect of differential gene expression (see the ‘Results’ section for further discussion). Peaks were annotated with gene name and gene location using DEQ.

### siRNA knockdown

Dicer-substrate short interfering RNAs (DsiRNAs) targeting transcripts of interest and corresponding negative control were purchased from Integrated DNA Technologies (Coralville, IA). DsiRNA sequences, concentrations and time points used can be found in Supplementary Table S2.

*Cancer cell lines*: T24, T24R2 and UM-UC-3 cells; transfection was performed 24 h after seeding. Lipofectamine 3000 (Cat# L3000015, Invitrogen, Waltham, MA) and OPTI-MEM I (Cat# 31985062, Thermo Fisher) reagents were used to transfect cells at 70% confluence in either 96-well or 6-well plates according to the manufacturer’s protocol. Cells were harvested and total RNA was extracted at 24 or 48 h depending on the transcript. Knockdown efficiency was evaluated by RT-qPCR and western blot. For experiments conducted in 96-well plates, RNA was extracted using Power SYBR Green Cells-to-Ct Kit (Cat# 4402954, Invitrogen).

*Patient-derived organoids (PDOs)*: Transfections were performed in 24-well plates 10 days after passaging the organoids using Lipofectamine RNAiMAX (Cat# 13778030, Invitrogen) and OPTI-MEM I reagents. For each well, 45 µl RNAiMax and 30 µl OPTI-MEM I were incubated for 5 min before adding the corresponding siRNA. The siRNA complexes were then incubated for 20 min before making up the volume to 450 µl using BOM without antibiotics and supplemented with 10% FBS. The organoid medium was then replaced with the mixture. Organoids were harvested and total RNA was extracted 72 h after transfection.

### Cisplatin resistance assay

*Cancer cell lines*: T24, T24R2 or UM-UC-3 cells were seeded in 96-well plates and transfected the following day with corresponding siRNA or negative control for 24–48 h prior to treating the cells with 10 µM cisplatin (Cat# S1166, Selleck Chemicals) for 48 h. Cisplatin was dissolved in 154 mM NaCl saline and stored in single-use aliquots at −20°C. After 48 h, MTS proliferation assay was performed using CellTiter 96 AQueous One Solution Cell Proliferation Assay (Cat# G3582, Promega) according to the manufacturer’s protocol. Briefly, 20 µl of MTS solution was added to each well and incubated at 37°C for 2 h, after which absorbance at 490 nm was recorded using a 96-well plate reader. Cell viability was calculated as follows: percentage viability = (absorbance[sample]/absorbance[NC − cisplatin]) × 100%. Coefficient of drug interaction (CDI) to evaluate synergy was calculated as follows: CDI = percentage viability[condition + cisplatin]/(percentage viability[condition − cisplatin] × percentage viability[NC − cisplatin]). CDI < 1.0 indicates synergy and CDI < 0.7 indicates significant synergy (42). For each sample, six technical replicates were used to calculate averages. Each experiment was repeated in three to four biological replicates.

*PDOs*: CK9151 or CTC-1055 were passaged into 24-well plates and treated 7–10 days with 50 µM cisplatin for 48 h alone or transfected with siSLC7A11for 48 h followed by treatment with 50 µM cisplatin for 48 h. After the treatment, organoids were digested with Dispase II (1.5 mg/ml) for 2 h at 37°C, followed by 15 min incubation with TrypLE (Cat# 12-605-010, Gibco) to yield single-cell resuspension. Cells were then counted using Trypan Blue Exclusion Assay using Nikon Eclipse TS100 Inverted Routine Microscope and Life Technologies Countess II FL Automated Cell Counter. Cell counts were used to calculate cell survival and CDI to evaluate synergy. Three technical replicates were performed for each sample, and the experiments were repeated in three biological replicates.

### Actinomycin D treatment

T24, T24R2 and UM-UC-3 cells were seeded in six-well plates with and without 10 µM cisplatin. After 48 or 72 h of treatment, cells were washed and collected at *t* = 0 in RLT buffer supplied in the RNeasy Micro Kit. The remainder of the wells were treated with 30 µl of actinomycin D (Cat# 11805017, Gibco) at a concentration of 1 mg/ml for a working concentration of 10 µg/ml in 3 ml of culture media. Actinomycin D was dissolved to 1 mg/ml in dimethyl sulfoxide and stored in single-use aliquots at −20°C. Samples were collected at *t* = 2, 4 and 6 h. RNA was extracted using the RNeasy Micro Kit, followed by cDNA synthesis and RT-qPCR analysis of transcripts of interest to calculate half-life of each transcript. Statistical significance was assessed by two-way analysis of variance (ANOVA).

### Lipid peroxidation detection

Lipid peroxidation was detected using C11-BODIPY (581/591) dye (Cat# D3861, Fisher Scientific). T24, T24R2 and UM-UC-3 cells were incubated with 5 mM C11-BODIPY in 24-well plates with and without 10 µM cisplatin treatment for 48 or 72 h. All cells were collected, spun down, washed and resuspended in Hanks’ balanced salt solution with calcium and magnesium (Cat# 14025092, Thermo Fisher), and analyzed using FACS on a BD SORP FACSYMPHONY S6 cell sorter. At least 10 000 events were recorded. All samples were performed in technical triplicates and experiments were repeated in three biological replicates.

### Western blotting

Western blots were performed as previously described (43). Briefly, whole cell lysates were extracted from human BC cells and BC PDOs using a RIPA lysis buffer (Cat# R0278, Sigma–Aldrich, St Louis, MO). Total protein concentration was determined by Lowry assay using the BSA Protein Assay Kit (Cat# 5000002, Bio-Rad, Hercules, CA). Ten to twenty micrograms of protein lysate samples were boiled in loading buffer for 10 min before running on 4–20% Tris–glycine gradient gels (Cat# EC6021BOX, Invitrogen) along with Blue Prestained Protein Marker (11–250 kDa) (Cat# 59329, Cell Signaling Technology, Danvers, MA). Western transfer was performed using the iBlot Dry Blotting System (Thermo Fisher) and PVDF iBlot Transfer Stack (Cat# IB401031, Invitrogen). Membranes were blocked in Odyssey blocking buffer (Cat# 927-40000, LI-COR, Lincoln, NE) and incubated with primary antibodies overnight at 4°C. After three washes in 1× TBST + 0.10% Tween 20 buffer, membranes were incubated in corresponding secondary antibodies for 45 min at room temperature. After three additional washes in 1× TBST + 0.10% Tween 20 buffer, membranes were visualized using an Odyssey DLx Imaging System (LI-COR). Digital images were processed and analyzed using ImageStudio version 5.0 software (LI-COR) and ImageJ was used to quantify protein expression. Primary and secondary antibodies and their corresponding concentrations can be found in Supplementary Table S3.

### Immunofluorescence

Cells were seeded in six-well plates containing microscopy coverslips. At collection time, cells were washed three times with 1× phosphate-buffered saline (PBS), fixed using 10% formalin for 15 min at 37°C and washed three times with 1× PBS. Cells were then permeabilized with 0.1% Triton X-100 in 1× PBS for 15 min at room temperature, washed three times with 1× PBS, blocked with 2% bovine serum albumin (BSA) in 1× PBS for 1 h at room temperature and incubated with primary antibody overnight at 4°C. After three washes with 1× PBS, cells were incubated with secondary antibody for 45 min at room temperature and washed three more times with 1× PBS. Coverslips were mounted on microscopy slides with VectaShield Antifade Mounting Medium with DAPI (Cat# H-1200-10, Vector Laboratories, Newark, CA) and sealed with nail polish.

Representative cells were selected and imaged on a Zeiss 800 Axio Imager.Z2 upright laser scanning confocal microscope, using an EC Plan-Neofluar 40×/1.30 oil lens. Images (1024 × 1024 pixels) were acquired using GaAsP-PMT detectors. Samples were illuminated with 405 and 488 nm lasers at 0.4% and 0.8%, respectively, with pinhole size set to 1 au. Alexa Fluor 488 acquisition parameters were as follows: 505–545 nm (detection wavelength range), 4.12 μs (pixel time) and 650 V (gain). For *z*-stack imaging, slices were acquired with 1 μm intervals. Image analysis was then performed uniformly using ImageJ. Primary and secondary antibodies and their corresponding concentrations can be found in Supplementary Table S4.

### Organoid histology staining

Organoids and tissue were fixed in 4% paraformaldehyde for 3 h, dehydrated and paraffin-embedded according to standard histology procedures. Sections were stained with hematoxylin and eosin and the following antibodies: Keratin 5 (AF138 COVANCE 160P-100), Ki67 (Monosan MONX10283), Keratin 20 (KS20.8 Dako M7019), TP63 (4A4 Abcam ab735) and Uroplakin III (AU1 Progen 651108) (44), according to the manufacturer’s protocols. The immunohistochemistry procedure was performed by the USC Immunohistochemistry Core. Images were acquired using Zeiss Axio Observer.A1 and Axio Imager.Z1 microscopes.

### RNA immunoprecipitation

The RIP assay was conducted using the Magna RIP Kit (Sigma Millipore, #17-701) according to the manufacturer’s protocol. Briefly, RIP lysate was collected from 10 cm dishes. Lysate was incubated with magnetic beads coupled with 5 µg of the antibody of interest (YTHDC2, YTHDF1–3) or corresponding mouse IgG or rabbit IgG overnight at 4ºC. After six washes and proteinase K digestion, RNA was eluted from the beads in 200 µl RLT buffer supplied in the RNeasy Micro Kit (Cat# 74004, Qiagen, Germany) for 2 min at room temperature. Magnetic separation rack was applied to pull beads to the side of the tube. Supernatant was collected to a new tube and combined with 400 µl of 100% ethanol. The mixture was transferred to an RNeasy MicroElute spin column (RNeasy Micro Kit) and centrifuged at >12 000 rpm at 4°C for 1 min. The column membrane was washed with 500 μl RPE buffer (RNeasy Micro Kit) once and with 500 µl of 80% ethanol once. The column was centrifuged at full speed for 5 min at 4°C to remove residual ethanol. For input samples, 1 µl of 14 µl eluted RNA was reverse transcribed. For RIP samples, 8 µl of 14 µl eluted RNA was reverse transcribed. Further analysis was performed using RT-qPCR using the primers in Supplementary Table S1.

Each RIP fraction was normalized to the input to account for RNA sample differences: ΔCt[normalized RIP] = (Ct[RIP] − log_2_(RIP dilution factor)) − (Ct[input] – log_2_(input dilution factor)), where RIP dilution factor = fraction of RIP used for cDNA synthesis or 8/14 and input dilution factor = fraction of input RNA saved × fraction of input RNA used for cDNA synthesis or 10/100 × 1/14. %Input for each RIP fraction was calculated as follows: %input = 2^(−ΔCt[normalized RIP])^. Enrichment was calculated relative to background antibody (mouse IgG or rabbit IgG) as follows: fold enrichment = 2(−ΔΔCt[RIP/IgG]), where ΔΔCt[RIP/IgG] = ΔCt[normalized RIP] − ΔCt[normalized IgG]. Finally, relative fold enrichment was calculated based on negative control transcript that does not bind the RIP protein using the following equation: relative fold enrichment = fold enrichment[transcript of interest]/fold enrichment[negative control transcript]. RIP efficiency was evaluated by western blot of the input RIP lysate and a fraction of the final RIP wash in probing for the RIP protein of interest.

### Clinical databases

TCGA analysis was performed using the TCGA PANCAN and TCGA BLCA datasets for all cancer types and for BC. SLC7A11 mRNA expression was assessed for an association with histologic grade, primary therapy outcome, overall survival, disease-specific survival and progression-free interval. Analysis was performed using the UCSC Xena exploration tool (45).

### Statistical analysis

*P*-values were calculated using two-tailed Student’s *t*-test between two groups. One-way ANOVA and two-way ANOVA were used to compare multiple groups. Data are presented as mean ± standard error of the mean from at least three independent experiments. Significance codes: ^****^P< 0.00001, ***P< 0.001, **P< 0.01 and *P< 0.05. GraphPad Prism version 9, Excel version 16.68 or R version 4.1.3 was used for statistical analysis.

## Results

### Cisplatin-sensitive and cisplatin-resistant cells have distinct m^6^A profiles

We undertook a broad discovery approach comparing cisplatin-sensitive T24 BC cells (IC_50_: 10 µM cisplatin) to established cisplatin-resistant T24R2 BC cells (IC_50_: 100 µM cisplatin) (Supplementary Figure S1A). We used a low-input MeRIP-seq protocol (29) and a stringent differential analysis pipeline incorporating all recommended best practices published to date (39), including five replicates per condition and filtering criteria to mitigate the confounding effect of differential expression on differential methylation (Figure 1A and B). Without these critical additional steps, differential MeRIP-seq analysis can erroneously identify differentially methylated transcripts as a result of their underlying differential expression levels, as illustrated by the linear relationship between LFCs of RNA expression versus LFCs of RNA methylation (Supplementary Figure S1B). This is further illustrated when visualizing specific differentially methylated candidates (Supplementary Figure S1C and D). When the methylation amplitude is compared directly across all samples, the differences in m^6^A in this particular transcript between sensitive and resistant cells appear significant (Supplementary Figure S1C); however, when first normalizing the samples for underlying transcript expression levels, it becomes apparent that all samples contain methylation peaks in this transcript and that the difference in amplitude between sensitive and resistant cells is actually not significant for this particular peak (Supplementary Figure S1D).

**Figure 1.**
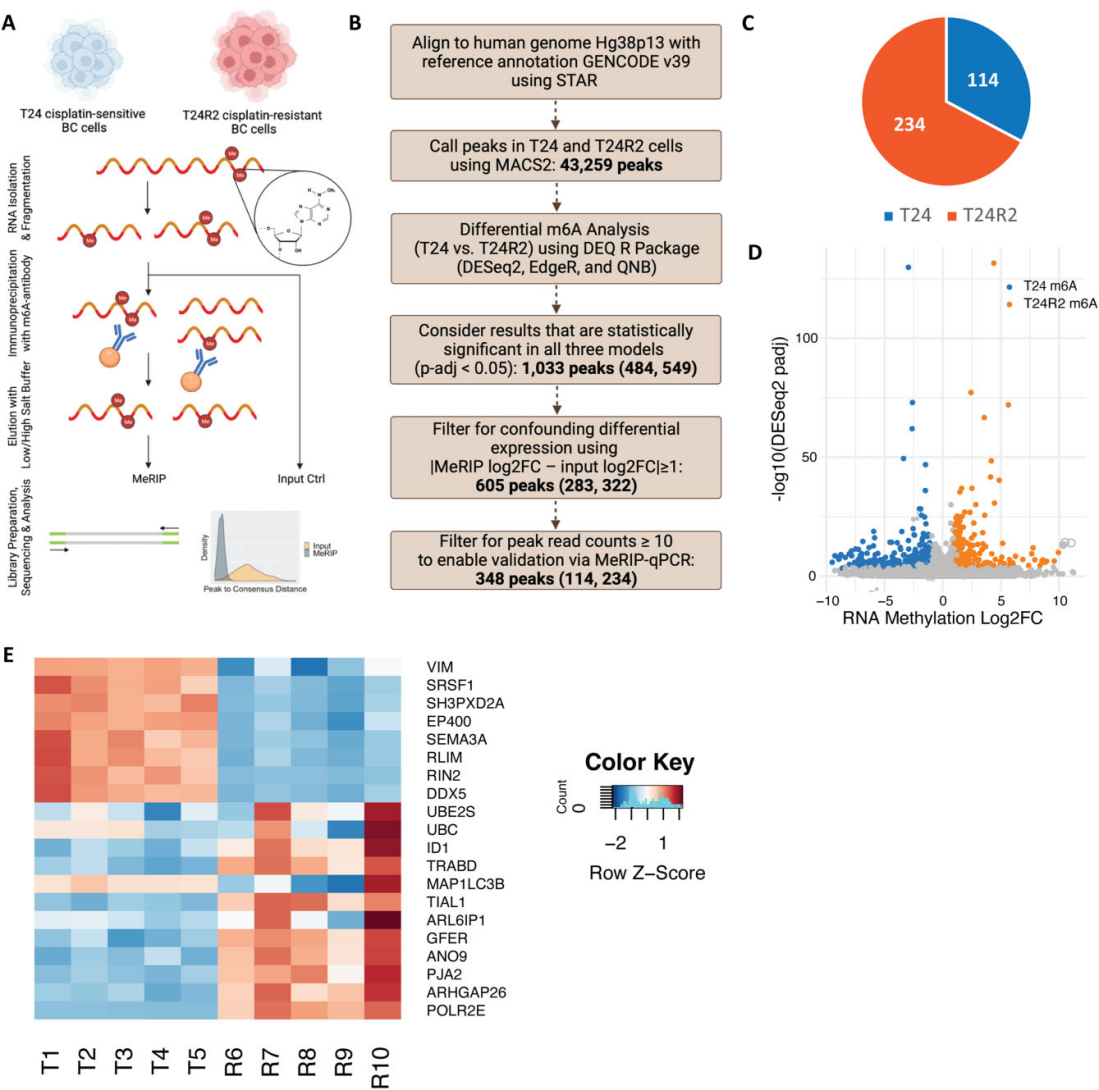
Cisplatin-sensitive and cisplatin-resistant cells have distinct m^6^A profiles. (**A**) MeRIP-seq bench discovery workflow and (**B**) bioinformatics pipeline to identify robust m^6^A peaks that are differentially methylated between T24 and T24R2. Numbers in parentheses refer to peaks hypermethylated in T24 and peaks hypermethylated in T24R2. (**C**) Summary of filtering results comparing T24 to T24R2, with 114 peaks hypermethylated in T24 and 234 peaks hypermethylated in T24R2. (**D**) Volcano plot of statistically significant differential MeRIP results (*P*< 0.05 by DESeq2, edgeR and QNB). T24 m^6^A represents the 114 peaks hypermethylated in T24 cells with log_2_FC < −1 and T24R2 m^6^A represents the 234 peaks hypermethylated in T24R2 cells with log_2_FC > 1. (**E**) Heatmap of top 20 differentially methylated transcripts ranked by DESeq2 *P*-adj.

As a first pass quality control measure, we applied principal component analysis to all 43 259 peaks called by MACS2 based on pull-down versus input in all 10 replicates (5 sensitive and 5 resistant). The sensitive and resistant replicates clustered tightly into two distinct groups, with PC1 and PC2 representing 82% and 3% variation, respectively, reflecting the power of the study design to accurately discriminate the two conditions (Supplementary Figure S1E). Encouraged by these preliminary results, we proceeded with differential methylation analysis using three statistical models (DESeq2, edgeR and QNB) to evaluate statistical significance (*P*< 0.05). We identified 1033 differentially methylated peaks between cisplatin-sensitive and cisplatin-resistant cells, of which 605 remained after filtering for differential expression and 348 remained after selecting those with at least 10 reads. Two hundred thirty-four of these peaks were hypermethylated in resistant cells, and 114 were hypermethylated in sensitive cells (Figure 1C). The volcano plot represents the 1033 statistically significant peaks, highlighting the 348 peaks that meet all the filtering criteria and are unique to either sensitive or resistant cells (Figure 1D). Peak distribution differed between sensitive and resistant cells, with an increase in 3′ untranslated region (3′UTR) peaks in T24R2 cells and increase in intronic peaks in T24 cells (Supplementary Figure S1F). Filtering out peaks with <10 reads removed primarily intronic peaks as those would be typically degraded quickly (Supplementary Figure S1G). The top 20 differentially methylated transcripts based on DESeq2 *P*-adj were visualized using a heatmap (Figure 1E).

### Filtering and validating candidate transcripts

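RNA-seq libraries came from 5 replicates of T24, a human bladder cancer cell line, and 5 replicates of T24R2, which was made from T24 by serial exposure to cisplatin, all on day 3 of culture. T24R2 cells are maintained in medium with cisplatin according to the methods of the paper, whereas the sample labels list the same medium without the drug for both lines. Whether the sequenced cells were in cisplatin is not settled by these sources, so the line and exposure to the drug are not separated in this comparison. The authors aligned the reads to hg38 with STAR 2.7.0, kept uniquely mapped reads without duplicates with samtools 1.10, and counted fragments on the genes of GENCODE release 39 with featureCounts 2.0.1. The values are raw fragment counts for 61533 genes, without normalization. Total counts ranged from 9257843 to 10247941 in T24 (median 9803565) and from 9591379 to 10840954 in T24R2 (median 10354041). The replicates were separate libraries, since each of the 20 pairs within a line differed by more than the sampling noise (chi-square per degree of freedom 2.05 to 7.61). Counting used strand option 1, which assigns a fragment by the strand of its first read, whereas the kit named in the methods is not described there as strand-specific. Of the 16181 genes tested, 3836 share more than 10% of their exon bases with a gene on the opposite strand, so part of the counts of such genes may belong to the opposite gene. Removal of duplicates may also lower the counts of the most abundant transcripts. Here the counts were normalized by the TMM method of edgeR, which gave scaling factors of 0.936 to 0.951 in T24 and 1.04 to 1.07 in T24R2. Genes with too few counts were removed with the default filter of edgeR (filterByExpr), and T24R2 was compared with T24 by the quasi-likelihood test of edgeR with Benjamini-Hochberg adjustment. Genes were called differentially expressed with the thresholds of the paper, an adjusted p-value under 0.05 and an absolute log2 fold change over 0.5. The paper used DESeq2 with shrunken fold changes, which was run as an alternative. The MeRIP-seq libraries were not analysed here, so the values concern only the RNA-seq side of the overlap.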

Since we hypothesized that m^6^A regulates the expression level of gene transcripts that promote transition to a drug-resistant state in BC, we overlapped the MeRIP-seq differential methylation results with RNA-seq differential expression from the same cisplatin-sensitive and cisplatin-resistant cell lines (Supplementary Figure S2A–C). We then applied the filtering pipeline outlined in Figure 2A in order to home in on transcripts relevant to cancer progression, as follows: We identified 130 candidate transcripts (162 out of 348 m^6^A peaks) that were both differentially expressed and differentially methylated (Figure 2B). We used GO and GSEA to filter the 130 transcripts based on membership in GSEA hallmarks of cancer pathways (Figure 2C) and relevance to GO terms like response to chemotherapy and radiation therapy (Figure 2D). 

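The RNA-seq side of this filter was recomputed for the transcripts drawn in Figure 2C (19 transcripts) and Figure 2D (29 transcripts), which name 45 distinct genes. The differential methylation that also selected them was not analysed here. All 45 were called differentially expressed in the direction drawn, 7 of them higher and 38 lower in T24R2, and for each of the 45 genes the 5 T24R2 libraries lay entirely above or entirely below the 5 T24 libraries. Since these genes were chosen by the paper on the same libraries, the count is not independent evidence. In Figure 2C, 3 transcripts were higher and 16 lower, and in Figure 2D, 6 were higher and 23 lower. The largest fall was that of PTX3, with a log2 fold change of -5.29 (adjusted p = 2.2e-42 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). HMGA2 followed in Figure 2C, with a log2 fold change of -3.43. The smallest fall was that of DEPDC1, with a log2 fold change of -0.71. Among the transcripts that rose, log2 fold changes ran from 0.62 for FOXN3 to that of SLC7A11. Of the 38 transcripts that fell, 19 fell by 1 or more on the log2 scale. Standard errors of the log2 fold changes lay between 0.04 and 0.10. The highest adjusted p of the 45 was that of EBP, at 1.1e-10 by the same edgeR quasi-likelihood test. Without the genes that share exon bases with a gene on the opposite strand, an alternative chosen after seeing the data, 19 of the 45 were left, all called in the direction drawn.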

We further ranked the resulting transcripts based on LFC and relevance to BC in the existing literature and clinical databases such as TCGA, the Oncology Research Information Exchange Network Avatar and the Catalog of Somatic Mutations in Cancer. After ranking, we selected the top 15 transcripts (Figure 2E) for *in vitro* validation by qPCR and by targeted immunoprecipitation and PCR (MeRIP-PCR). 

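The 15 transcripts of Figure 2E were compared in RNA-seq as TMM-normalized CPM (counts scaled by library size), with the mean of the 5 T24 libraries set to 100 percent. By edgeR's quasi-likelihood test, 13 of them were called lower in T24R2. Each of the 13 was lower in every T24R2 library than in every T24 library (exact two-sided permutation test, p = 0.00794, the smallest p that 5 libraries against 5 allow). FABP5 (ENSG00000164687.11, chromosome 8 of hg38, 81280536 to 81284777) showed the largest fall, to 4.70% ± 0.628 of T24 (SD, n = 5), a log2 fold change of -4.41 (standard error 0.08, adjusted p = 1.1e-35 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The smallest fall was that of ERCC1 (ENSG00000012061.16, chromosome 19, 45407334 to 45478828), which reached 59.1% ± 4.08 of T24 (SD, n = 5), a log2 fold change of -0.76 (standard error 0.06, adjusted p = 2.6e-15 from the same edgeR quasi-likelihood test). Levels in T24R2 were 15.5% ± 3.36 of T24 for ANO9 and 53.0% ± 3.66 for SBNO2 (SD, n = 5 each). Opposite-strand genes overlap 31.0% of the exon bases of PLAU, 28.6% of those of ERCC1, 11.8% of those of FUT8, 8.79% of those of SLC37A4, 4.20% of those of FABP5 and 0.882% of those of ARHGAP45. With every count of the overlapping gene POLR1G taken off, the log2 ratio of ERCC1 went from -0.76 to -1.23, and with those of C10orf55 taken off, that of PLAU went from -1.47 to -1.65. The same step took FABP5 from -4.41 to -4.61 and FUT8 from -2.63 to -2.57. It could not be done for ARHGAP45 and SLC37A4, whose overlapping genes POLR2E and TRAPPC4 have more counts than they do. The count of transcripts called lower was 13 under each scaling, count filter and test tried, including DESeq2 with shrunken fold changes, and 7 without the genes overlapped from the opposite strand, which left out the others (an alternative chosen after seeing the data).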

Nine of the 15 differentially expressed transcripts were downregulated in RNA-seq, and 7 of these 9 were also downregulated by qPCR (Figure 3A, left). Six of the 15 differentially expressed transcripts were upregulated in RNA-seq, and 2 of these were also upregulated by qPCR (Figure 3A, right). 

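By edgeR's quasi-likelihood test, PML and SLC7A11 were the 2 transcripts of Figure 2E called higher in T24R2. PML (ENSG00000140464.20, chromosome 15 of hg38, 73994673 to 74047827) rose from 102 ± 5.25 to 187 ± 10.8 CPM (SD, n = 5 each), a log2 fold change of 0.88 (standard error 0.05, adjusted p = 7.4e-19 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Every T24R2 library had a higher PML CPM than every T24 library (exact two-sided permutation test, p = 0.00794). Its level in T24R2 was 184% ± 10.6 of that in T24 (SD, n = 5), and 4.62% of its exon bases are overlapped from the opposite strand. SLC7A11 showed a larger rise than PML, also with all libraries of the lines apart. None of the remaining 13 transcripts was higher in any T24R2 library than in any T24 library. The number called higher was 2 without scaling beyond library size, with upper-quartile normalization and in each of the 10 fits that left out 1 library.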

Of the nine transcripts whose differential expression was validated by qPCR, seven were also validated as differentially methylated by MeRIP-qPCR (Figure 3B). To determine whether any of these seven candidate genes were drivers of cisplatin resistance, each was siRNA-depleted in cell lines treated with cisplatin (Supplementary Table S5). One candidate, SLC7A21/xCT, was identified as a driver of cisplatin resistance in three BC cell lines, with siRNA knockdown exhibiting significant synergy with cisplatin compared to scrambled control (Figure 3C and D, and Supplementary S3A–C). MeRIP-seq of SLC7A11 mRNA revealed decreased m^6^A levels at the 5′UTR in cisplatin-resistant cells compared to cisplatin-sensitive ones and no difference in m^6^A levels at other regions, including one unchanged peak at the 3′UTR (Figure 3E).

**Figure 2.**
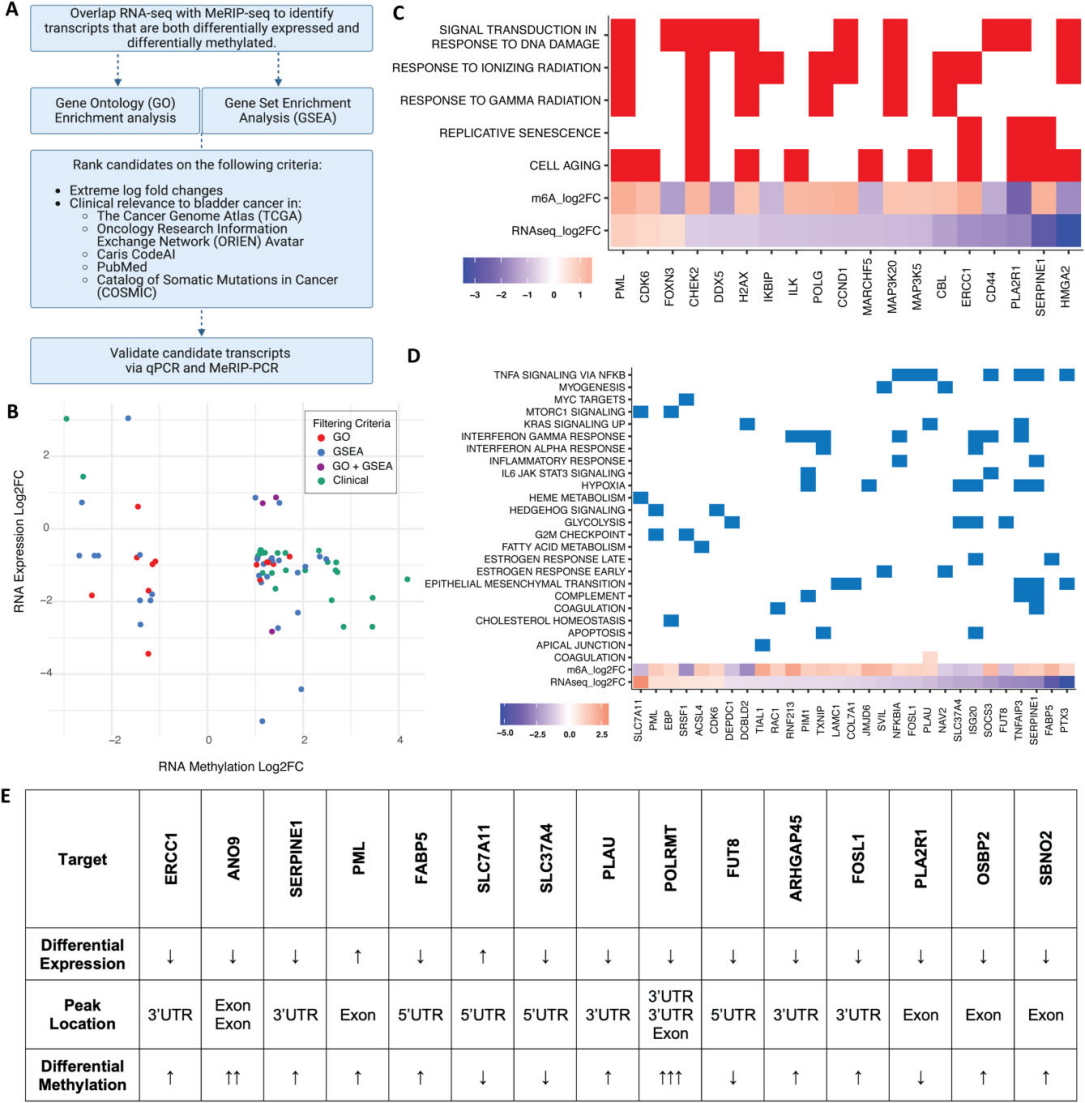
Identification of cancer-relevant transcripts that are both differentially methylated and differentially expressed in cisplatin-resistant cells. (**A**) Discovery and filtering pipeline. (**B**) RNA expression log_2_FC versus RNA methylation (m^6^A) log_2_FC of the 130 transcripts (162 peaks) that are both differentially methylated and differentially expressed between T24 and T24R2. Peaks are colored based on filtering criteria: GO, GSEA, both or neither. (**C**) Differentially methylated and expressed transcripts statistically significantly associated with GO terms (*P*-adj < 0.05). (**D**) Differentially methylated and expressed transcripts statistically significantly associated with GSEA cancer hallmarks (*P*-adj < 0.05). (**E**) Summary table of mRNA expression, methylation and m^6^A peak location for the top 15 candidate transcripts. Arrows indicate expression or methylation levels in T24R2 compared to T24. Each arrow indicates the directionality (increase or decrease) of changes in individual m^6^A peaks within the listed transcript corresponding to the order listed in the ‘Peak Location’ row.

**Figure 3.**
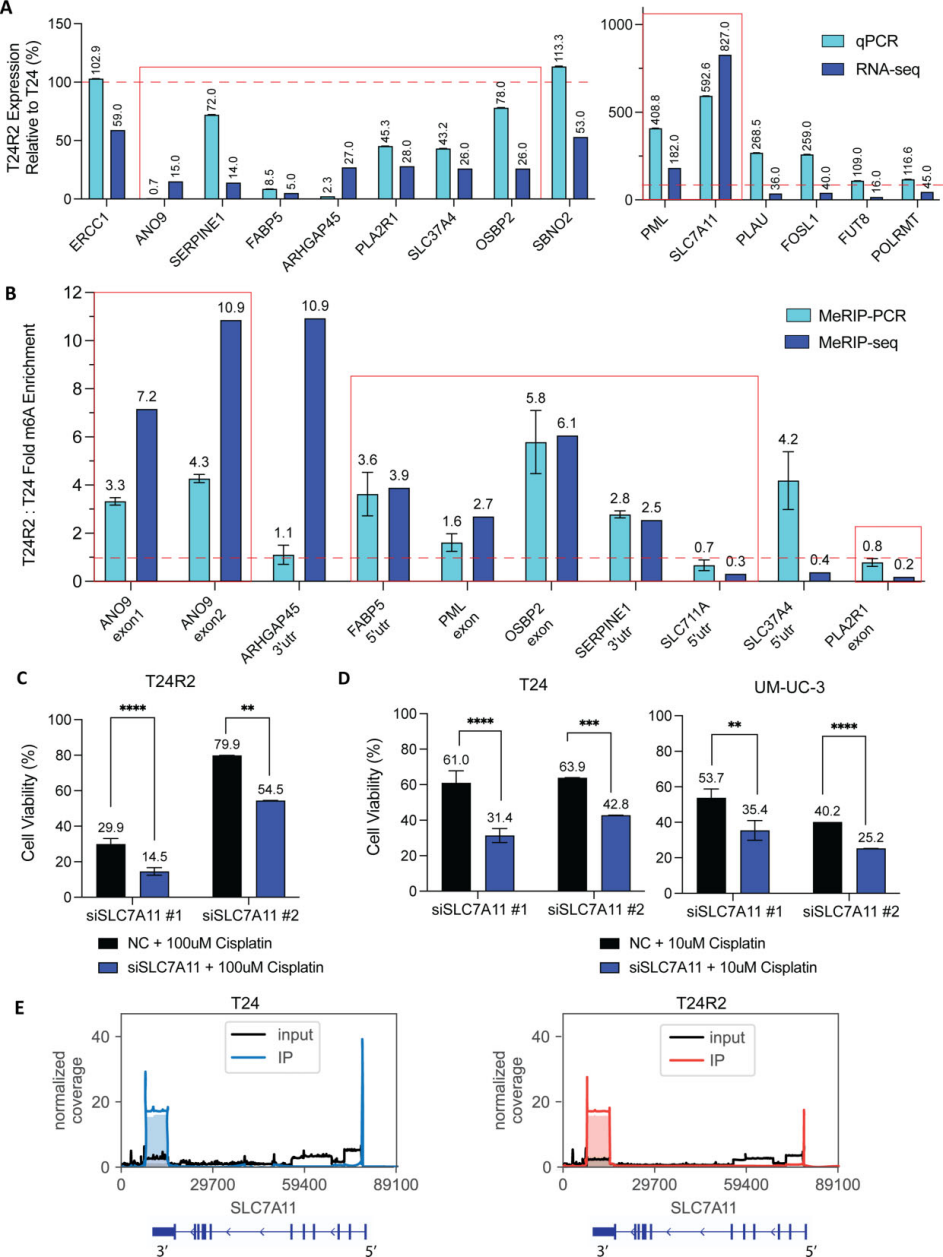
Validation of top 15 differentially methylated and expressed candidate transcripts. (**A**) Nine of 15 candidate transcripts (boxed) were validated as differentially expressed using qPCR, corroborating RNA-seq results. (**B**) Seven of the nine candidate transcripts (boxed) were validated by MeRIP-qPCR, corroborating MeRIP-seq results. Dotted lines in panels (A) and (B) represent the validation threshold. Functional validation of SLC7A11 evaluating its effect on cisplatin resistance via siSLC7A11 knockdown (two independent siRNAs) followed by cisplatin treatment in (**C**) T24R2 cells (CDI: 0.338, 0.681), (**D**) T24 cells (CDI: 0.515, 0.678) and UM-UC-3 cells (CDI: 0.661, 0.628). CDI < 0.7 indicates statistically significant synergy. Experiments were performed using three biological replicates. Significance codes: ^****^P< 0.00001, ***P< 0.001 and **P< 0.01. (**E**) m^6^A coverage plot for SLC7A11 in T24 and T24R2 cells with differential peak at the 5′UTR, and consistent (no difference) peak at the 3′UTR.

### In cisplatin-resistant cells, hypomethylated SLC7A11 transcript has decreased binding of its reader YTHDF3, resulting in decreased degradation, increased SLC7A11 protein and reduced ferroptosis

To identify an m^6^A reader associated with SLC7A11 transcript methylation, we performed RIP using antibodies specific for the most common m^6^A readers, YTHDF1–3 and YTHDC2, followed by qPCR for SLC7A11 (Figure 4A and Supplementary Figure S4A–C). We identified YTHDF3 as the corresponding reader for SLC7A11 m^6^A, with 12.6-fold relative enrichment of SLC7A11 mRNA upon YTHDF3 pull-down that was abrogated by prior YTHDF3 siRNA depletion. Consistent with this, hypomethylated SLC7A11 transcript in cisplatin-resistant T24R2 cells had reduced YTHDF3 binding, resulting in reduced SLC7A11 mRNA enrichment of only 5.4-fold (Figure 4A and Supplementary Figure S4B). 

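YTHDF1 (ENSG00000149658.18) lies on chromosome 20 of hg38 from 63195429 to 63216139, YTHDF2 (ENSG00000198492.16) on chromosome 1 from 28736621 to 28769775, and YTHDF3 (ENSG00000185728.17) on chromosome 8 from 63168553 to 63212786. All 3 encode cytoplasmic proteins that bind m6A. YTHDF1 mRNA was lower in T24R2, at 80.2 ± 1.81 CPM against 114 ± 5.26 in T24 (SD, n = 5 each). Its log2 fold change was -0.51 (standard error 0.05, adjusted p = 7.6e-12 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), just beyond the fold change minimum of 0.5. The YTHDF1 values of the lines did not overlap (exact two-sided permutation test, p = 0.00794). YTHDF1 did not reach that minimum without scaling (log2 fold change -0.34), with upper-quartile normalization (-0.43) or over genes with a mean of at least 100 counts (-0.48). With each library left out in turn it ranged from -0.53 to -0.49, and it was under the minimum without T24 replicate 2, T24R2 replicate 1 or T24R2 replicate 2. YTHDF2 mRNA was 88.3 ± 8.49 CPM in T24 and 101 ± 4.25 in T24R2 (SD, n = 5 each), a log2 fold change of 0.19 (standard error 0.06, adjusted p = 0.00304 from the same edgeR quasi-likelihood test), which is smaller than the fold change minimum. A gene on the opposite strand overlaps 24.7% of the exon bases of YTHDF2. YTHDF3 mRNA was 78.0 ± 4.24 CPM in T24 and 81.5 ± 5.87 in T24R2 (SD, n = 5 each), a difference within the spread of the replicates (log2 fold change 0.06, standard error 0.06, adjusted p = 0.320 from the same edgeR quasi-likelihood test). Exact two-sided permutation tests gave p = 0.0317 for YTHDF2 and p = 0.325 for YTHDF3.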

We examined the RNA-seq data and found no significant differences in mRNA expression levels between the three YTHDF readers, suggesting that this was not a factor in the specificity of reader binding (Supplementary Figure S4D). Since YTHDF3 is an m^6^A reader known to promote mRNA degradation, we evaluated SLC7A11mRNA stability in cisplatin-sensitive versus cisplatin-resistant cells. To do so, we blocked transcription using actinomycin D and evaluated the rate of degradation of SLC7A11 mRNA. We found that SLC7A11 transcripts that are relatively hypomethylated in T24R2 cells degraded at a slower rate, whereas an unmethylated control transcript (*GAPDH*) was not affected (Figure 4B and Supplementary Figure S4E). 

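SLC7A11 (ENSG00000151012.13), which encodes the cystine and glutamate transporter xCT, lies on the minus strand of chromosome 4 of hg38 from 138164097 to 138242349. Its mRNA rose from 57.8 ± 5.79 CPM in T24 to 481 ± 31.4 in T24R2 (SD, n = 5 each), which is 8.32 times the T24 mean. The log2 fold change was 3.06 (standard error 0.06, adjusted p = 3.7e-35 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The highest T24 library had 65.7 CPM and the lowest T24R2 library 445 (exact two-sided permutation test, p = 0.00794). With each library left out in turn, the log2 fold change stayed between 3.00 and 3.10. The antisense gene SLC7A11-AS1 (ENSG00000250033.5, plus strand, 138057464 to 138178177) overlaps 8.97% of the exon bases of SLC7A11. Its mean was 350 counts per library against 2880 for SLC7A11, and its log2 fold change was 3.29. With every SLC7A11-AS1 count taken off, the log2 ratio of the SLC7A11 means went from 3.06 to 3.03. On the other side, the nearest tested gene, NOCT (ENSG00000151014.6, 139015781 to 139045939), had a log2 fold change of 1.11. The 20 tested genes within 5 Mb of SLC7A11 had a median log2 fold change of 0.34. This was within the range of runs of as many neighbouring genes elsewhere in the genome, 95% of which lay between -0.95 and 0.83 (two-sided permutation p = 0.397, 10000 runs). Neighbouring genes moved together across the genome (Spearman correlation 0.422), so these runs may themselves hold copy number differences. The comparison therefore cannot exclude a modest gain of the region. The paper places this RNA-seq level beside the slower decay of the transcript in its RNA stability assay, and concludes that mRNA levels of SLC7A11 rise as its degradation decreases in cisplatin-resistant cells.

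**Figure D1:**
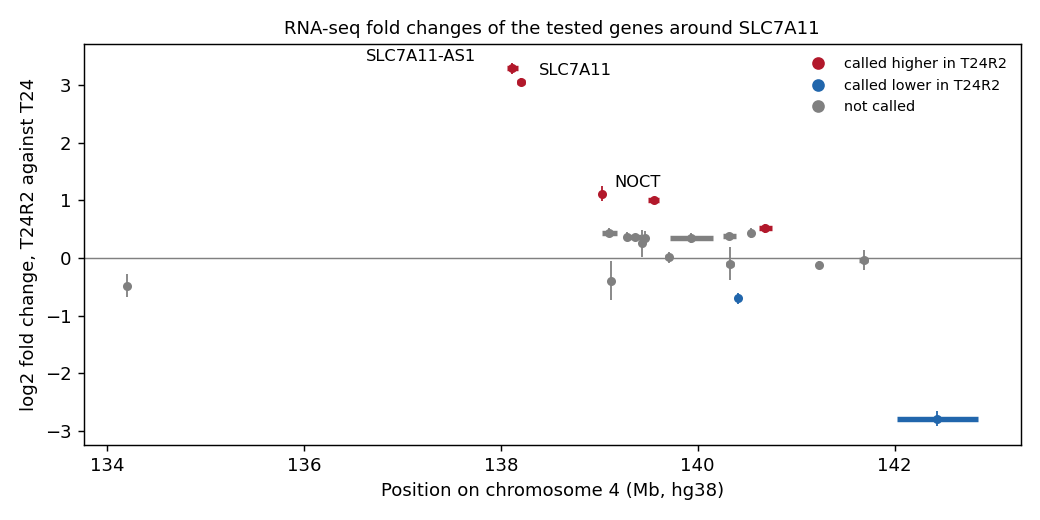
Log2 fold change (T24R2 against T24) of the 21 tested genes within 5 Mb of SLC7A11, plotted by position on chromosome 4 of hg38, with standard errors as bars. SLC7A11 at 3.06 and SLC7A11-AS1 at 3.29 stand above the other genes, and the lowest gene, INPP4B, is at -2.79.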

Consistent with this, SLC7A11 mRNA was increased 8-fold by RNA-seq in cisplatin-resistant cells (Figure 4C), as was SLC7A11 protein level by western blot (Figure 4D and Supplementary Figure S4F). Correspondingly, more prominent cytoplasmic distribution of SLC7A11 can be observed in resistant cells on immunofluorescence microscopy (Figure 4E).

**Figure 4.**
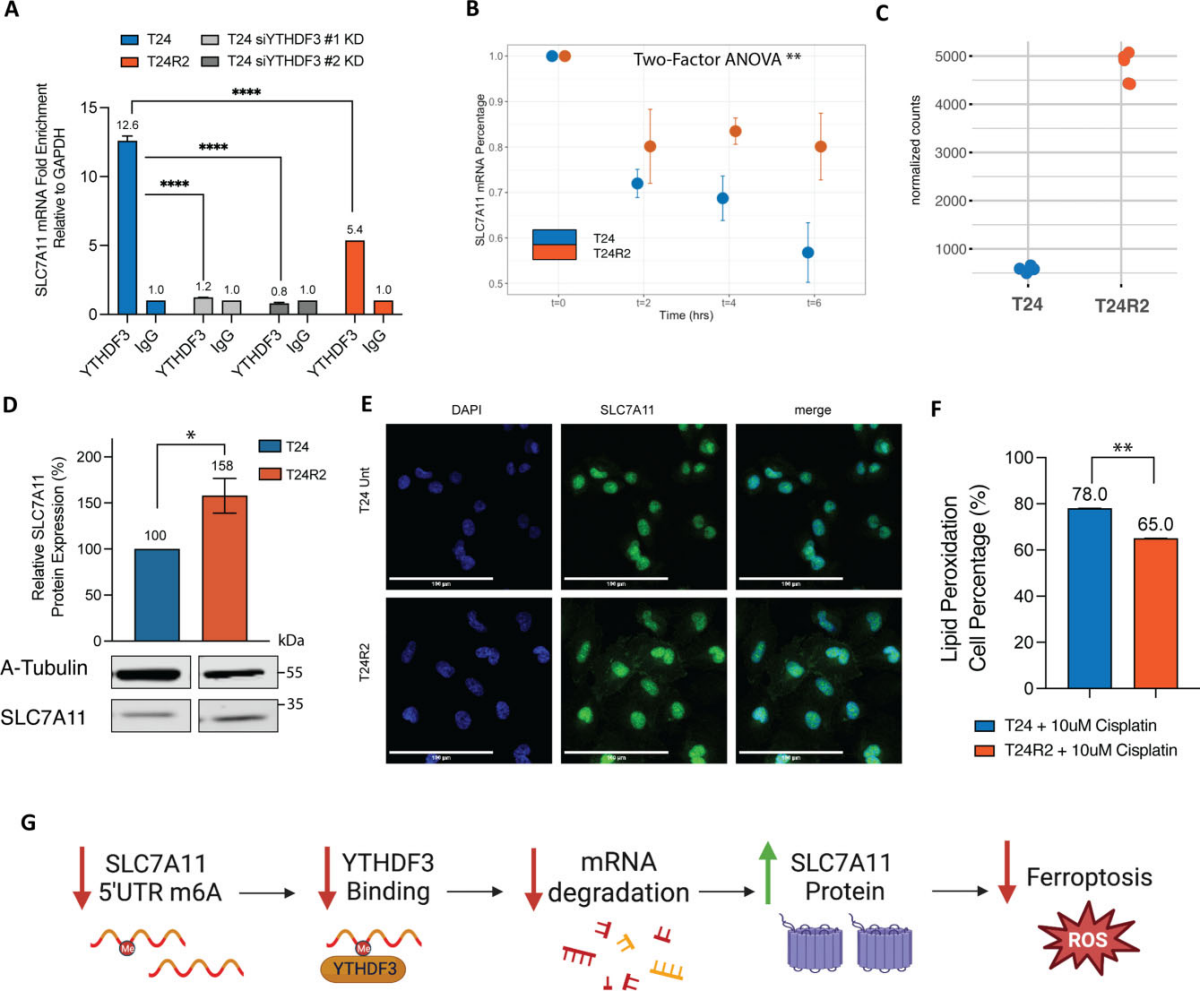
In cisplatin-resistant cells, hypomethylated SLC7A11 transcript has decreased binding of its reader YTHDF3 and decreased degradation, resulting in increased SLC7A11 protein and reduced ferroptosis. (**A**) SLC7A11 mRNA enrichment from YTHDF3 by RIP-qPCR, performed in T24 cells (two independent siYHDF3 knockdowns) and in T24R2 cells. Error bars reflect replicate measurements of SLC7A11 transcripts from the enriched protein. (**B**) SLC7A11 mRNA decay in T24 and T24R2 via actinomycin D RNA stability assay. (**C**) Normalized RNA-seq count of SLC7A11 in T24 and T24R2 cells. (**D**) Western blot and densitometric quantification, and (**E**) immunofluorescence of SLC7A11 protein in T24 and T24R2 cells with DAPI and SLC7A11. (**F**) Lipid peroxidation and ferroptosis flow cytometry assay using BODIPY 581/591 stain in T24 and T24R2 cells treated with cisplatin. (**G**) Model schema illustrating reduced SLC7A11 m^6^A, which leads to decreased YTHDF3 binding, increased mRNA stability and, in turn, increased SLC7A11 protein and decreased ferroptosis. Experiments were performed in three biological replicates. Significance codes: **P< 0.01 and *P< 0.05.

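For panel (C), counts were normalized by the size factors of DESeq2, as in the methods of the paper. Normalized SLC7A11 counts in T24 replicates 1 to 5 were 579, 496, 589, 655 and 565, with a mean of 577 ± 56.8 (SD, n = 5). In T24R2 replicates 1 to 5 they were 4454, 5097, 4432, 4989 and 4924, with a mean of 4779 ± 313 (SD, n = 5). The raw counts behind these values were 471 to 611 per library in T24 and 4641 to 5928 in T24R2.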

SLC7A11 serves as a suppressor of ferroptosis, an iron-dependent cell death program induced by excessive lipid peroxidation at cellular membranes (46–48). Therefore, we treated T24 versus T24R2 cells with cisplatin and quantified lipid peroxidation, which showed that cisplatin-resistant T24R2 cells had significantly less ferroptosis (Figure 4F). Taken together, cisplatin-resistant cells have decreased SLC7A11 m^6^A associated with decreased binding to the YTHDF3 m^6^A reader and decreased transcript degradation, resulting in increased mRNA and protein levels of SLC7A11, which attenuates ferroptosis-mediated cell death (Figure 4G).

### Short-term cisplatin treatment of BC cell lines reduces SLC7A11 transcript methylation, resulting in decreased YTHDF3 binding, decreased degradation and increased mRNA and protein levels

Having observed the role of SLC7A11 transcript methylation in established cisplatin-resistant cell lines, we evaluated whether these effects can be induced with short-term treatment of cisplatin-sensitive cells. We started by evaluating the expression of SLC7A11 mRNA in T24 and UM-UC-3 BC cell lines upon treatment with different concentrations of cisplatin over time and found a significant increase in SLC7A11 as early as 48 h in T24 cells and 72 h in UM-UC-3 cells, using both 5 and 10 µM cisplatin (Supplementary Figure S5A). We selected the earliest time point and lowest cisplatin concentration for each cell line to evaluate SLC7A11 m^6^A, mRNA and protein expression changes upon cisplatin treatment (5 µM for 48 h for T24 and 5 µM for 72 h for UM-UC-3). SLC7A11 m^6^A measured by MeRIP-qPCR was 90% and 80% depleted in T24 and UM-UC-3 cells, respectively, after cisplatin treatment (Figure 5A and Supplementary Figure S5B). This m^6^A decrease was associated with increase in SLC7A11 mRNA in both cell lines (Figure 5B). Consistent with these findings, YTHDF3 binding was significantly decreased in cisplatin-treated cells (Figure 5C), which was associated with reduced degradation and greater SLC7A11mRNA stability compared to an unmethylated control transcript (*GAPDH*) (Figure 5D and Supplementary Figure S5E) and increased SLC7A11 protein levels by western blot (Figure 5E). Correspondingly, more prominent cytoplasmic distribution of SLC7A11 can be observed in resistant cells in cisplatin-treated cells compared to untreated on immunofluorescence microscopy (Figure 5F). Hence, SLC7A11 transcript methylation phenotypes displayed by established cisplatin-resistant cells were recapitulated in cisplatin-sensitive cells as early as 48 h after cisplatin treatment, suggesting that m^6^A RNA modifications may regulate early changes that contribute to cisplatin resistance. We next asked whether the new pro-survival methylation profile is ‘remembered’ by cells and hypothesized that SLC7A11 transcripts may no longer retain the hypomethylated state once the chemotherapeutic stressor is removed. To test this hypothesis, we treated T24 and UM-UC-3 cells with short-term cisplatin, and then discontinued treatment and reanalyzed SLC7A11 mRNA methylation and expression when the cells fully recovered their proliferation after 2–3 weeks. Surviving cells indeed returned to their baseline phenotype with increased SLC7A11 m^6^A and corresponding reduced expression of SLC7A11 (Figure 5G and H, and Supplementary Figure S5F).

**Figure 5.**
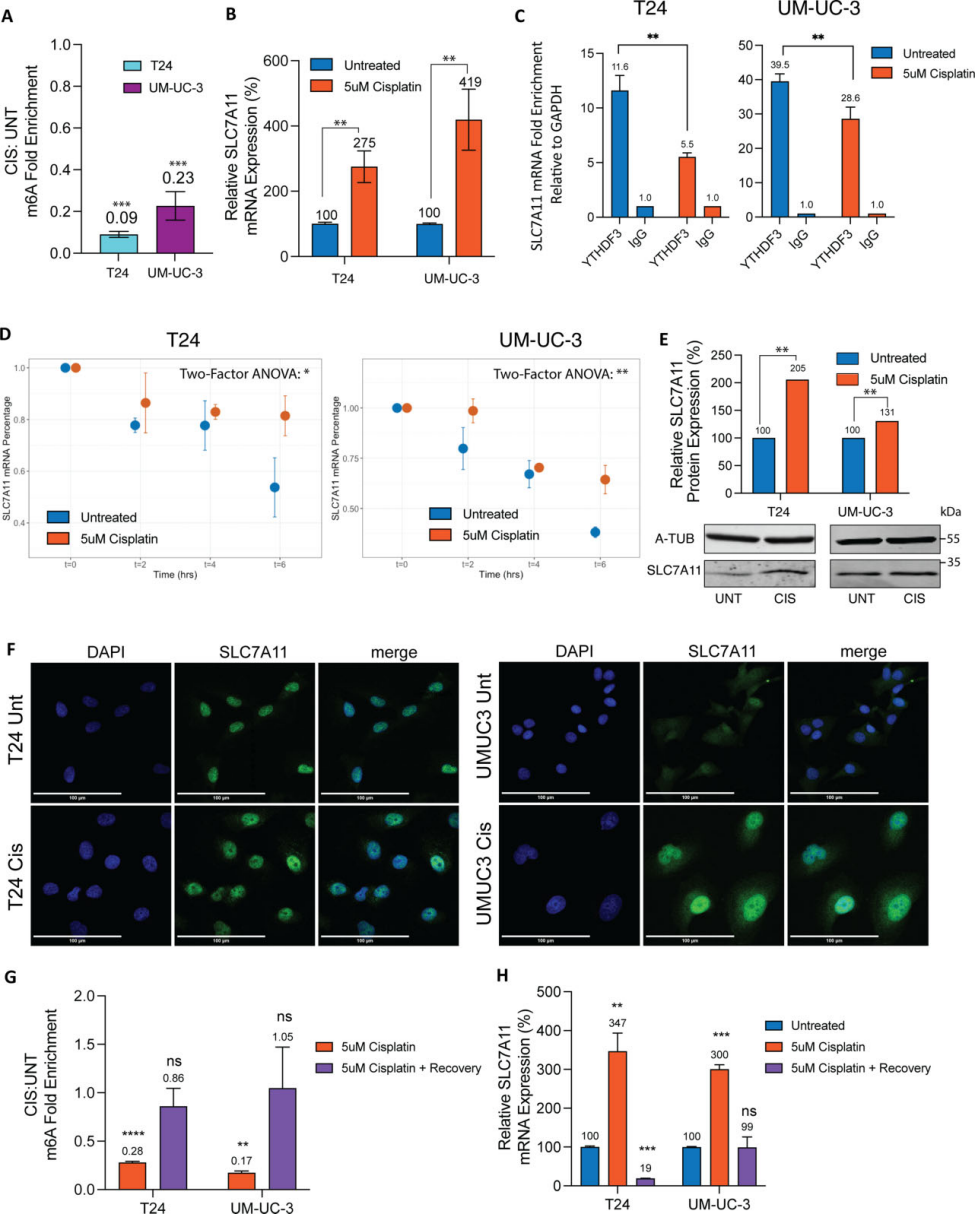
Short-term cisplatin treatment of cisplatin-sensitive BC cell lines reduces SLC7A11 transcript methylation, resulting in decreased YTHDF3 binding, decreased degradation and increased mRNA and protein levels. (**A**) *SLC7A11* m^6^A fold enrichment in cisplatin-treated cells relative to untreated cells, measured by MeRIP-qPCR in T24 and UM-UC-3 cells. (**B**) Relative SLC7A11 mRNA expression by qPCR of T24 and UM-UC-3 cells treated with cisplatin compared to untreated cells. (**C**) SLC7A11 mRNA enrichment from YTHDF3 by RIP-qPCR, performed in cisplatin-treated versus cisplatin-untreated T24 and UM-UC-3 cells. Error bars reflect replicate measurements of SLC7A11 transcripts from the enriched protein. (**D**) SLC7A11 mRNA decay in T24 and UM-UC-3 cells treated with cisplatin compared to untreated cells. (**E**) Western blot and densitometric quantification, and (**F**) immunofluorescence of SLC7A11 protein in T24 and UM-UC-3 cells treated with cisplatin compared to untreated cells, staining DAPI and SLC7A11. (**G**) SLC7A11 m^6^A fold enrichment in cisplatin-treated cells relative to untreated cells, measured by MeRIP-qPCR in T24 and UM-UC-3 cells after cisplatin treatment, and again after recovery from cisplatin treatment. (**H**) Relative SLC7A11 mRNA expression measured by qPCR in T24 and UM-UC-3 cells after cisplatin treatment, and again after recovery from cisplatin treatment. Experiments were performed in three biological replicates. Significance codes: ^****^P< 0.0001, ***P< 0.001, **P< 0.01 and *P< 0.05.

### Epitranscriptomic regulation and cancer promoting role of SLC7A11 are recapitulated in PDOs and clinical outcomes

To validate the cell line findings in tumor tissues from BC patients, we generated and characterized PDOs from patient bladder tumor samples from freshly resected TURBTs (Figure 6A and Supplementary Figure S6A). For the experiments showed, we used one PDO generated in our lab (CTC-1044) and one obtained from the NCI repository (CK-9151). After 48 h of cisplatin treatment, m^6^A was significantly depleted (Figure 6B and Supplementary Figure S6B), which was associated with significantly increased levels of SLC7A11 mRNA and protein levels (Figure 6C and D). Consistent with these findings, siRNA-mediated depletion of SLC7A11 sensitized the PDOs to cisplatin (Figure 6E and Supplementary Figure S6C–E).

**Figure 6.**
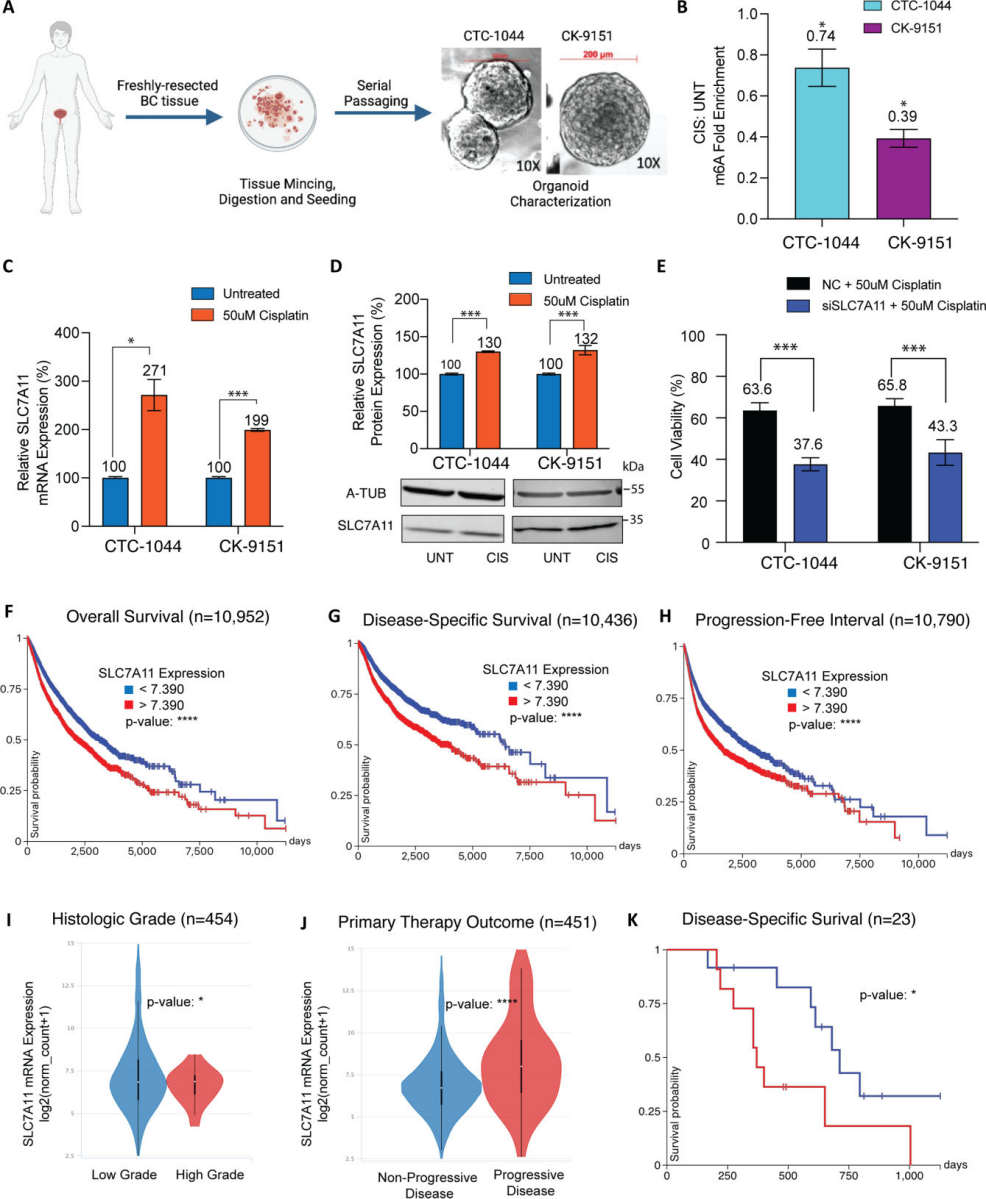
Epitranscriptomic regulation and cancer promoting role of SLC7A11 are recapitulated in PDOs and clinical outcomes. (**A**) Schema for establishing BC PDOs and representative bright-field images of CTC-1044 and CK-9151 at 10× magnification. (**B**) SLC7A11 m^6^A fold enrichment in cisplatin-treated cells relative to untreated cells, measured by MeRIP-qPCR in CTC-1044 and CK-9151. (**C**) Relative SLC7A11 mRNA expression by qPCR of CTC-1044 and CK-9151 PDOs treated with cisplatin, compared to untreated cells. (**D**) Western blot and densitometric quantification of SLC7A11 protein in CTC-1044 and CK-9151 PDOs treated with cisplatin compared to untreated. (**E**) Functional validation of SLC7A11 evaluating its effect on cisplatin resistance in PDOs via siSLC7A11 knockdown followed by cisplatin treatment in CTC-1044 (CDI: 0.5431747) and CK-9151 (CDI: 0.5660335). Kaplan–Meier curves for overall survival (**F**), disease-specific survival (**G**) and progression-free interval (**H**) in patients with all cancer types from TCGA, with high versus low SLC7A11 expression split at the median. SLC7A11 expression in BC patients with high versus low histologic grade (**I**) and non-progressive versus progressive disease after primary therapy (**J**) in TCGA. (**K**) Disease-specific survival in BC patients with progressive disease on primary therapy in TCGA, with high versus low SLC7A11 expression between highest and lowest quartiles. Experiments were performed in three biological replicates. Significance codes: ^****^P < 0.00001, ***P < 0.001 and *P < 0.05.

To further evaluate the clinical significance of our findings in larger cohorts of patients, we analyzed TCGA public database to evaluate associations between SLC7A11 expression and cancer-relevant clinical variables and outcomes. In TCGA, high expression of SLC7A11 was associated with lower overall survival, disease-specific survival and progression-free interval across all malignancies (Figure 6F–H). In BC specifically, patients with high histologic grade had higher SLC7A11 mRNA expression compared to those with low histologic grade (Figure 6I). Moreover, patients with progressive disease had higher SLC7A11 mRNA expression compared to patients with no progression (Figure 6J). Among patients with progressive disease, those with higher SLC7A11 mRNA expression had lower disease-specific survival (Figure 6K).

## Discussion

A major obstacle to achieving lasting cures for advanced malignancies is the emergence of acquired resistance to treatment, not only due to genetically resistant clones but also through phenotypic plasticity. In this study, we aimed to characterize the role of m^6^A RNA modifications in regulating the expression of genes that promote transition to cisplatin resistance in BC. m^6^A modifications play a dynamic role in cell fate and pluripotency, raising the possibility that this epitranscriptomic mechanism contributes to phenotypic plasticity and drug resistance in BC (9,49,50). It has been proposed that while most m^6^A sites are largely hard-wired, a smaller more variable subset of sites may serve as master regulators of specific cellular pathways (18). Writers and erasers are responsible for depositing and removing m^6^A, and readers in particular serve as effectors of downstream events, including alternative splicing, translation and degradation, thereby regulating cellular phenotypes and impacting cancer progression (10). Despite this multiplicity of observed regulatory mechanisms, the dominant function of m^6^A is to regulate RNA stability, leading to increases or decreases in gene expression (18).

In cancer, m^6^A has been dubbed a ‘double-edged sword’—the presence of modification at one site or its absence at another may contribute to cancer progression (3). It is thus critical to take an agnostic approach within each cancer of interest to accurately discover and identify transcripts associated with differential methylation and differential expression. To date, most studies have focused on a specific m^6^A effector (writer, eraser, reader) and considered transcriptome-wide m^6^A changes induced by knockout or overexpression of the effector of interest (26,51–53). These studies have significantly advanced the field. At the same time, effectors have a multitude of partners and targets. Thus, any specific m^6^A modifications or cancer phenotypes induced by effector manipulation are understood to occur in the context of numerous other transcripts and pathways potentially perturbed by that same effector manipulation. In this study, we took a different approach by directly mapping the epitranscriptomic landscape of chemotherapy-sensitive versus chemotherapy-resistant cells, thereby focusing our discovery on m^6^A alterations associated with these disease states rather than on specific effectors.

Using a well-established cell line model of cisplatin resistance in BC (28), we analyzed transcriptome-wide changes in m^6^A RNA modifications and gene expression using MeRIP-seq and RNA-seq. To do so, we adopted a rigorous informatics approach: taking into consideration the limitations of MeRIP-seq, implementing the guidelines for best practices outlined in (39) and using five tightly clustered replicates per condition. As a result, this study is, to our knowledge, the most well-powered differential MeRIP-seq analysis of its kind to date, as reflected by the high validation rate (78%) of MeRIP-seq targets by repeat targeted MeRIP-qPCR (Figure 3). In all, we identified 130 transcripts that were both differentially methylated and differentially expressed. It is possible that many of these candidates are involved, singly or in combination, to varying degrees in the transition to cisplatin resistance. However, here we sought to focus on a candidate driver of resistance with readily interpretable downstream mechanism of action as a proof of concept for the discovery approach used in this study. Having demonstrated the feasibility of this approach, it is our hope that it will be applied to additional transcript candidates and in other disease models.

Using this strategy, we identified SLC7A11/xCT to be differentially hypomethylated in resistant cells, a modification that decreased its binding to the reader YTHDF3. Reduced association with YTHDF3 in turn decreased SLC7A11 transcript degradation, leading to increased levels at the mRNA and protein levels, reduced ferroptosis and enhanced survival. Notably, these changes were apparent not only in established cisplatin-resistant cells, but also in cisplatin-sensitive cell lines and PDOs after brief (48 h) treatment with cisplatin. Upon removal of chemotherapeutic stressor, surviving cells eventually resumed proliferating and returned to their baseline phenotype with high SLC7A11 m^6^A and low SLC7A11 expression, underscoring the rapid adaptive nature of phenotypic plasticity.

SLC7A11 is a 1:1 cystine–glutamate antiporter that replenishes cystine, a key precursor of glutathione biosynthesis and antioxidant defense (46). SLC7A11 is overexpressed in multiple human cancers and promotes tumor growth by suppressing ferroptosis, a form of iron-dependent regulated cell death induced by excessive lipid peroxidation at cellular membranes (46–48). SLC7A11 was first linked to cisplatin resistance in ovarian cancer and has since been studied in multiple other cancer types (54). SLC7A11 inhibitors such as sulfasalazine and sorafenib, as well as other ferroptosis inducers, are currently being tested in combination therapy with cisplatin and doxorubicin in clinical trials for head and neck carcinomas, acute myeloid leukemia, glioblastoma, ovarian cancer, hepatocellular carcinoma and renal cell carcinoma (47,55). In BC, we are aware of two studies involving SLC7A11 (48,56). Both found an association between SLC7A11 overexpression and poor clinical outcome, and one reported a link with cisplatin resistance (56). Although these prior reports in BC did not address epitranscriptomic regulation, this mechanism was observed in other malignancies. In lung adenocarcinoma, one study reported that the YTHDC2 m^6^A reader binds an SLC7A11 m^6^A site at the 3′UTR, leading to decreased mRNA stability and expression (57). Another study in hepatoblastoma reported that m^6^A-dependent inhibition of SLC7A11 deadenylation promotes tumorigenesis (58). In our current study, *in silico* analysis of publicly available databases confirmed that SLC7A11 levels are associated with clinical outcomes in BC and other malignancies. While databases such as TCGA are not annotated in a manner that can directly inform our questions about cisplatin resistance and epitranscriptomic regulation, they nonetheless attest to the potential clinical relevance of these targets. Future studies comparing large cohorts of tumor samples from TURBTs (pre-cisplatin) versus tumor samples from radical cystectomies (post-cisplatin) could further expand on the clinical relevance of our mechanistic findings.

One potential limitation of MeRIP-seq in this setting is its 100 nt resolution for determining exact methylation site. While we demonstrate a statistically significant association between this m^6^A site and SLC7A11 transcript enrichment on YTHDF3 (Figure 4A), we cannot rule out effector interactions at additional sites on SLC7A11, nor the possibility that cisplatin induces global m^6^A changes, with some targets losing or gaining more m^6^A than others. Although an important consideration, the bidirectionality of statistically significant m^6^A changes identified (some sites hypermethylated and others hypomethylated) makes it less likely that global methylation changes drive these findings. Future studies could further elucidate these m^6^A profiles using newly developed tools with single-nucleotide resolution, such as GLORI (59). Another limitation of MeRIP-seq is its inability to distinguish definitively between m^6^A and *N*^6^,2′-*O*-dimethyladenosine (m^6^Am). We conducted an adjunct experiment (Supplementary Figure S3D) individually knocking down ALKBH5 (m^6^A eraser) and FTO (primarily m^6^Am eraser), and we found that only ALKBH5 knockdown altered SLC7A11 expression. This suggests that the differentially methylated site on SLC7A11 is more likely to be m^6^A rather than m^6^Am, although it does not entirely rule out the possibility that m^6^Am plays a role as well. Additional genetic manipulations of various effectors and specific m^6^A sites could offer further insights about their potential roles in regulating specific methylation sites associated with transcript degradation and adaptive chemoresistance. For example, m^6^A readers are generally recognized to be promiscuous, interacting with a broad array of targets; therefore, additional functional interaction of SLC7A11 with other readers cannot be ruled out in this model. It is also important to note that while YTHDF readers are predominantly implicated in RNA stability and degradation, m^6^A at 5′UTR has also been associated with changes in translation through direct interaction with translation factor eIF3 (60). It is possible that changes in translation could be at play in addition to YTHDF3-mediated mRNA degradation; however, teasing out the relative contribution of mRNA degradation, eIF3-mediated translation and other mechanisms of translation (elongation, termination, ribosome recycling) would be technically challenging.

Our current study demonstrates that SLC7A11 mRNA methylation and degradation are reduced in response to cisplatin treatment, contributing to a rapid increase in SLC7A11 antiporter level that mitigates ferroptosis and promotes survival of BC cells. These findings highlight epitranscriptomic regulation as an important contributor to phenotypic plasticity in cancer cells. This capacity for rapid adaptation to chemotherapeutic stress may serve as an initial survival tactic that ‘buys time’ until clonal selection of adaptive mutations can occur. Therefore, targeting such early adaptive mechanisms may be an effective strategy to derail the transition to therapy resistance before it is firmly established.

## Supplementary Material

zcad054_Supplemental_File

## Data Availability

The sequencing data have been deposited in the Gene Expression Omnibus database (https://www.ncbi.nlm.nih.gov/geo/) and can be accessed by GSE231836. All other relevant data are within the paper.

# Supplementary material for: m6A epitranscriptome analysis reveals differentially methylated transcripts that drive early chemoresistance in bladder cancer
**Source:** NAR Cancer. 2023 Nov 16;5(4):zcad054. doi: 10.1093/narcan/zcad054
**Supplement:** zcad054_Supplemental_File

## SUPPLEMENTARY TABLES & FIGURES

**Supplementary Table 1.** RT-qPCR and MeRIP-qPCR Primers

| RT-qPCR Primers | FWD                            | REV                            |
|-----------------|--------------------------------|--------------------------------|
| GAPDH           | TCA AGG CTG AGA ACG GGA AG     | GGA CTC CAC GAC GTA CTC AG     |
| SETD7           | GGGGTTCAGAGACCTGGAAT           | GCATGGTGAGAGGATGTGAC           |
| CLUC            | GCTTCAACATCACCGTCATTG          | CACAGAGGCCAGAGATCATTC          |
| GLUC            | CGACATTCTGAGATTCCTGG           | TTGAGCAGGTCAGAACA CTG          |
| METTL3          | CCA CTG ATG CTG TGT CCA TC     | GGA GAC CTC GCT TTA CCT CA     |
| FTO             | ACT TGG CTC CCT TAT CTG ACC    | TGT GCA GTG TGA GAA AGG CTT    |
| ALKBH5          | TTC TCT TCC TTG TCC ATC TC     | ATC CTC AGG AAG ACA AGA TTA G  |
| YTHDC2          | AGA TAA GCA GGG ATG GGC AG     | AAG ACG TTC CCA TAA CTG GAG C  |
| YTHDF1          | GCA CAC AAC CTC CAT CTT CG     | AAC TGG TTC GCC CTC ATT GT     |
| YTHDF2          | ACT TGA GTC CAC AGG CAA GG     | AAG CAG CTT CAC CCA AAG AA     |
| YTHDF3          | TGA CAA CAA ACC GGT TAC CA     | TGT TTC TAT TTC TCT CCC TAC GC |
| SLC7A11         | GCG TGG GCA TGT CTC TGA C      | GCT GGT AAT GGA CCA AAG ACT TC |
| ANO9            | CTC CGA GCA GTG GGA CTA TG     | AGT GCG GTA CAG GCC AAA G      |
| ERCC1           | CCT TAT TCC GAT CTA CAC AGA GC | TAT TCG GCG TAG GTC TGA GGG    |
| SERPINE1        | GCA CCA CAG ACG CGA TCT T      | ACC TCT GAA AAG TCC ACT TGC    |
| PML             | CGC CCT GGA TAA CGT CTT TTT    | CTC GCA CTC AAA GCA CCA GA     |
| FABP5           | TGA AGG AGC TAG GAG TGG GAA    | TGC ACC ATC TGT AAA GTT GCA G  |
| SLC37A4         | AGG TAG CTC CTA CAT GAG TGC    | GGG TTC CCG TAG TTG GAC AG     |
| PLAU            | GCT TGT CCA AGA GTG CAT GGT    | CAG GGC TGG TTC TCG ATG G      |
| POLRMT          | CGC CAC ATC CAC CCT GTT C      | GGA CCA TCG AAA GGT GTC TGG    |
| FUT8            | AAC TGG TTC AGC GGA GAA TAA C  | TGA GAT TCC AAG ATG AGT GTT CG |
| ARHGAP45        | CTC CTG TCC ATC TAC TCG CTG    | CCT GCG CTT CTC GTG TTC A      |

|                                        |                               |                                   |
|----------------------------------------|-------------------------------|-----------------------------------|
| FOSL1                                  | CAG GCG GAG ACT GAC AAA CTG   | TCC TTC CGG GAT TTT GCA GAT       |
| PLA2R1                                 | TGG AGT GGC AGG ATA AAG GAA   | AGG GTC AGA ACC GAT TTA CCT       |
| OSBP2                                  | GAA CCT GTG TCC GAG ACG AC    | CCT GAG CTT GAC TCT GAC CC        |
| SBNO2                                  | ACT CCC TGT CGG ACA TCG T     | GAA CAG CTT ATC GTG GGT GGA       |
| <b>MeRIP-qPCR Primers</b>              | <b>FWD</b>                    | <b>REV</b>                        |
| SLC7A11 5'UTR m <sup>6</sup> A region  | CAG CGC TAT AGT GTT CAC AGG T | AGT AGT AAT TAG ATC GCT GTG AAG G |
| ANO9 Exon m <sup>6</sup> A region 1    | AGC AAA GAG TCC CGA GGA GA    | ACA GTC CTT CGT CGG TTG TT        |
| ANO9 Exon m <sup>6</sup> A region 2    | CGT TGA TCC TGG GGA GGA AGG   | GTC TTT CCT ACC CGC TTC TGT C     |
| SERPINE1 3'UTR m <sup>6</sup> A region | GCC CCT CTT TTT CCC CTT GAT   | ACT CCG TCC TTT TGA TCC CC        |
| PML Exon m <sup>6</sup> A region       | GCC AGG TGG TAG CTC ACG       | ACT GGC CAT CTC CTC GTA GT        |
| FABP5 5'UTR m <sup>6</sup> A region    | CTT TCC CTC CCT GTC GCA TC    | GAT TTC TGC GGG AAA CTG CG        |
| SLC37A4 5'UTR m <sup>6</sup> A region  | CTC CCT TTA TAG CCG CCT TCT   | CAG TTT GGC GCT CAG TAA TCT C     |
| ARHGAP45 3'UTR m <sup>6</sup> A region | GTA CAC AGT GGG GTC TCT CG    | GCC ACA GAA AAC ACC CGA TT        |
| PLA2R1 Exon m <sup>6</sup> A region    | CCC CCG ACA ATA GTC TGT CAT   | CCC CAC CTA TGG AGG TAT GT        |
| OSBP2 Exon m <sup>6</sup> A region     | TAA CGG CAC CTG AGG AGC AT    | TCC CCA GGT TGC TGA TCC AT        |

**Supplementary Table 2.** siRNA References & Conditions

| Target        | Company | Catalog#                                 | Concentration | Time           |
|---------------|---------|------------------------------------------|---------------|----------------|
| Negative Ctrl | IDT     | 51-01-14-03                              | 10nM          | 24-48HRS       |
| SLC7A11       | IDT     | hs.Ri.SLC7A11.13.2<br>hs.Ri.SLC7A11.13.3 | 20nM<br>20nM  | 24HRS<br>24HRS |
| ANO9          | SCBT    | sc-96721                                 | 20nM          | 24HRS          |
| SERPINE1      | IDT     | hs.Ri.SERPINE1.13.2                      | 10nM          | 24HRS          |
| PML           | SCBT    | sc-36284                                 | 20nM          | 48HRS          |
| FABP5         | IDT     | hs.Ri.FABP5.13.2                         | 10nM          | 24HRS          |

|        |     |                                        |              |                |
|--------|-----|----------------------------------------|--------------|----------------|
| PLA2R1 | IDT | hs.Ri.PLA2R1.13.5                      | 10nM         | 24HRS          |
| OSBP2  | IDT | hs.Ri.OSBP2.13.1<br>hs.Ri.OSBP2.13.3   | 20nM/each    | 48HRS          |
| YTHDF3 | IDT | hs.Ri.YTHDF3.13.1<br>hs.Ri.YTHDF3.13.3 | 10nM<br>20nM | 48HRS<br>48HRS |

**Supplementary Table 3. Western Blot Antibodies**

| Protein Target                          | Size (kDa) | Dilution | Company                     | Catalog#       | Lot#       |
|-----------------------------------------|------------|----------|-----------------------------|----------------|------------|
| GAPDH (Mouse)                           | 37         | 1:5000   | Invitrogen                  | 437000         | XD350279   |
| $\beta$ -ACTIN (Mouse)                  | 45         | 1:5000   | Cell Signaling Technologies | 8H10D10 #3700S | Lot 20     |
| $\alpha$ -TUBULIN (Mouse)               | 55         | 1:4000   | Invitrogen                  | 62204          | 2407525    |
| SLC7A11 mAb for WB (Rabbit)             | 35         | 1:1000   | Cell Signaling Technologies | D2M7A #12691   | Lot 5      |
| YTHDC2 (Rabbit)                         | 160        | 1:1000   | Abcam                       | ab176846       | GR25634746 |
| YTHDF1 (Rabbit)                         | 60         | 1:4000   | Proteintech                 | 17479-1-AP     | 00105213   |
| YTHDF2 (Rabbit)                         | 62         | 1:1000   | Proteintech                 | 24744-1-AP     | 00110531   |
| YTHDF3 (Mouse)                          | 64         | 1:500    | SCBT                        | sc-377119      | A0422      |
| Goat anti-Rabbit IgG Secondary Antibody | -          | 1:10,000 | Invitrogen                  | SA535571       | VA296084   |
| Goat anti-Mouse IgG Secondary Antibody  | -          | 1:10,000 | LI-COR                      | 926-68070      | D20316-15  |

**Supplementary Table 4. Immunofluorescence Antibodies**

| Protein Target                   | Size (kDa) | Dilution        | Company    | Catalog#   | Lot#      |
|----------------------------------|------------|-----------------|------------|------------|-----------|
| SLC7A11 pAb for IF (Rabbit)      | -          | 1:500<br>1:1000 | Invitrogen | PA1-16 i93 | XJ3707839 |
| Goat anti-Rabbit Alexa Fluor 488 | -          | 1:1000          | Invitrogen | A-11008    | 2420731   |

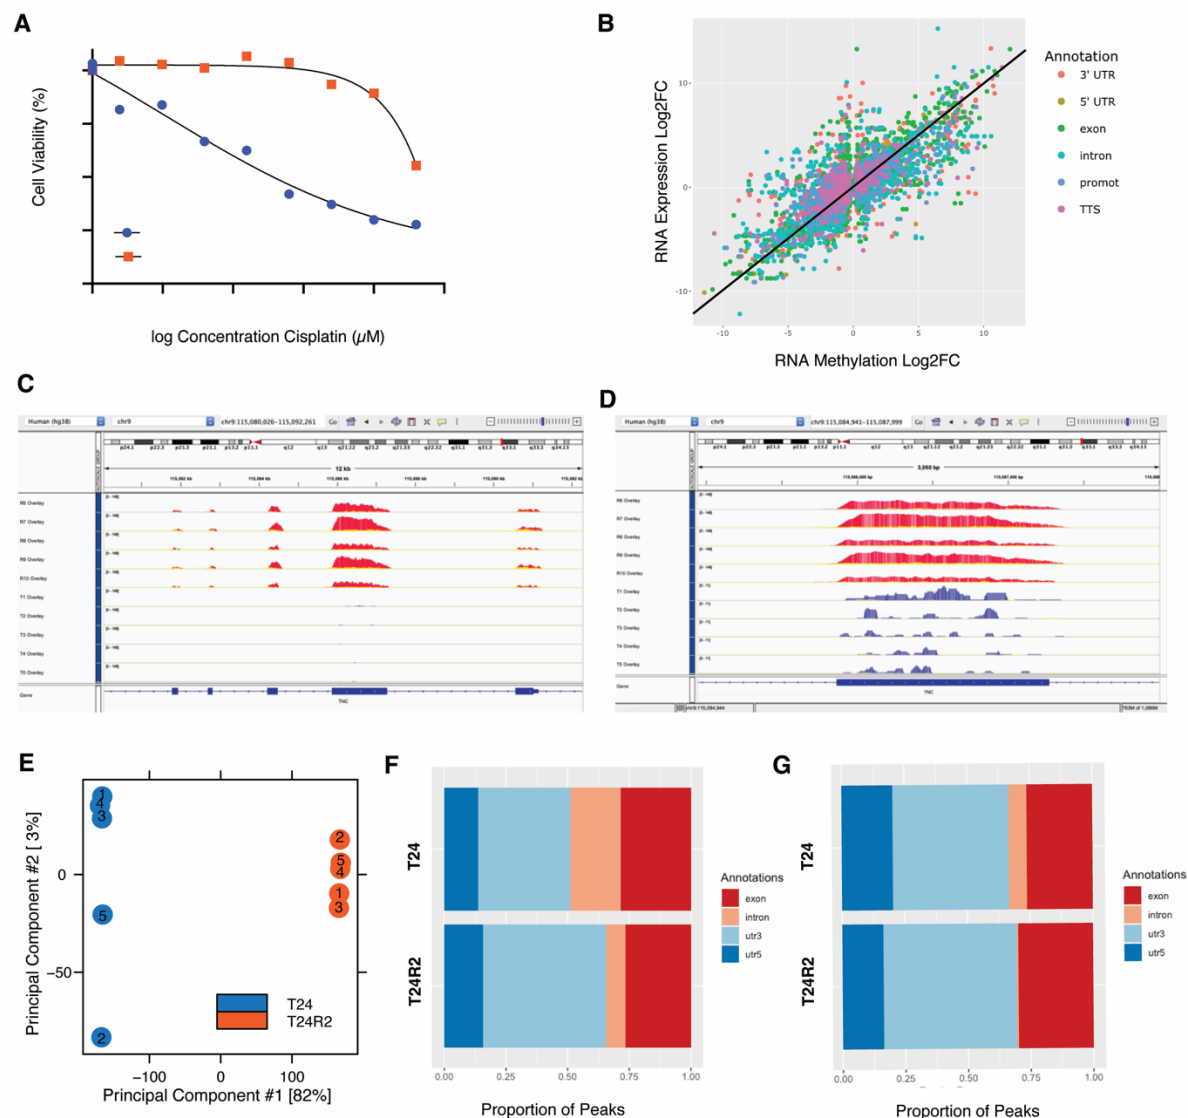

**Supplementary Figure 1. Differential MeRIP-seq optimization and annotation between T24 and T24R2 BC cells.** (A) Dose-response curve for cisplatin treatment in T24 and T24R2 cells. (B) Plotting raw RNA expression Log2FC vs RNA Methylation Log2FC demonstrates a pronounced  $y=x$  (black) linear relationship, underscoring the critical need to filter for differential expression which would otherwise confound differential methylation calling. Representative IGV plot of m<sup>6</sup>A peak found on  $y=x$  line in (B) scaling all samples (C) together or by condition (D). (E) PCA plot of MeRIP samples with 5 replicates per cell line. Peak Annotation before (F, 605 peaks) and after (G, 348 peaks) removing peaks with fewer than 10 reads, which results in loss of primarily intronic differential peak calls.

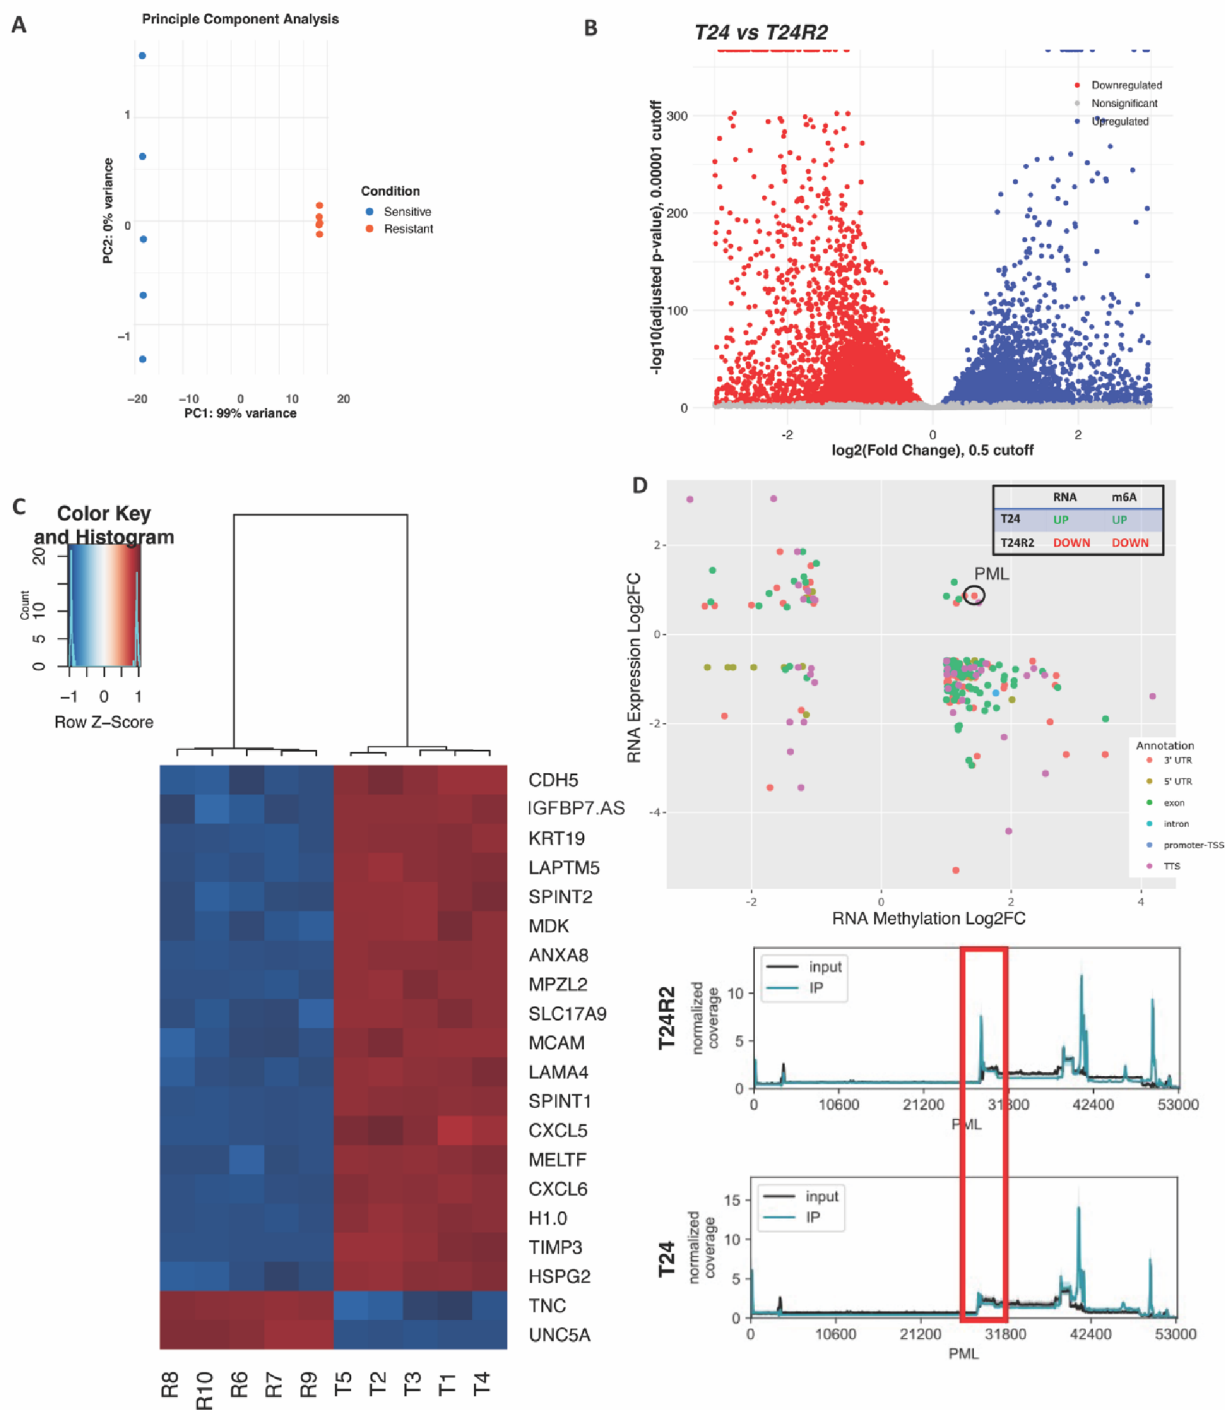

**Supplementary Figure 2. Differential RNA-seq between T24 and T24R2 BC cells.** (A) PCA plot of RNA-seq samples with 5 replicates per cell line. (B) Volcano Plot of statistically significant differential RNA-seq results ( $p < 0.00001$ ). Downregulated represents the peaks with  $\log_2FC < -0.5$  and Upregulated with  $\log_2FC > 0.5$ . (C) Heatmap of top 20 differentially expressed transcripts ranked by  $\log_2FC$ . (D) RNA expression  $\log_2FC$  vs RNA Methylation  $\log_2FC$  after filtering for confounding differential expression and m<sup>6</sup>A coverage plot for PML, a representative transcript that has increased expression and methylation in T24R2 compared to T24.

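For panel (A), the principal components were computed from the variance-stabilized counts of DESeq2 over the 500 most variable genes, centred and not scaled, since the text of the paper does not name the number of genes. The first component held 99.4% of the variance and separated the lines, with T24 libraries between -30.5 and -29.9 and T24R2 libraries between 30.0 and 30.3. The second component held 0.127% and the third 0.105%. The share of the first component depended most on how many genes entered, and was 84.3% over all genes with at least 1 count.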

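For panel (B), 8309 of the 16181 tested genes (51.4%) were called differentially expressed between T24R2 and T24 at an adjusted p-value under 0.05 and an absolute log2 fold change over 0.5, with 4027 higher and 4282 lower in T24R2. With the limit of 1e-05 that the panel gives for p applied to adjusted p-values, 6520 genes were called, 2942 higher and 3578 lower. The biological coefficient of variation between replicates was 6.61%, so small differences passed the test, and 12212 genes had an adjusted p-value under 0.05 with no fold change minimum. With unscaled library sizes, the split of the calls was 5206 higher and 3431 lower, since that choice moves the median log2 fold change of all genes from 0.01 to 0.18. The paper used DESeq2 with fold changes shrunken toward 0 and does not name the type of shrinkage. With normal shrinkage, 8188 genes were called, of which 8185 were among the 8309, and with apeglm shrinkage 8196, of which 8192 were. Among genes with a mean of at least 32 CPM, the largest rises were those of UNC5A, SPANXB1, TNC, IGFN1 and NFE4. UNC5A and SPANXB1 had 3 counts or fewer in every T24 library, so they were at least 266-fold and at least 196-fold higher in T24R2. IGFN1 and NFE4 had log2 fold changes of 7.09 and 5.58. SPANXB1 has near-identical paralogs, so its counts are uncertain. Among the largest falls were those of TIMP3, ANXA8, CXCL5 and SPINT1, which had 3 counts or fewer in every T24R2 library. The falls were at least 2279-fold for TIMP3, 608-fold for ANXA8, 388-fold for CXCL5 and 323-fold for SPINT1. These bounds cover counting error only. ANXA8 has the close paralog ANXA8L1, and a gene on the opposite strand overlaps 17.3% of the exon bases of CXCL5.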

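All 20 genes of the heatmap were called differentially expressed in the direction drawn, 18 lower and 2 higher in T24R2. The 2 higher genes were UNC5A and TNC (ENSG00000041982.16, chromosome 9 of hg38, 115019575 to 115118257). TNC rose from 1.03 ± 0.756 to 326 ± 8.58 CPM (SD, n = 5 each), a log2 fold change of 8.28 (standard error 0.12, adjusted p = 1.6e-39 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Of the 18 lower genes, 8 had 3 counts or fewer in every T24R2 library. For KRT19, MPZL2 and LAMA4, the fall was at least 905-fold, 464-fold and 347-fold. The smallest change was that of HSPG2, with a log2 fold change of -7.04. IGFBP7-AS1 fell from 206 ± 6.49 to 0.876 ± 0.469 CPM (SD, n = 5 each). It shares 94 exon bases with IGFBP7 on the opposite strand, so part of its counts may be IGFBP7 fragments. IGFBP7 itself had a log2 fold change of -5.44. Of the 20 genes, 15 were among the 20 largest absolute changes of genes with at least 32 CPM, and 8 among those of all tested genes.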

A

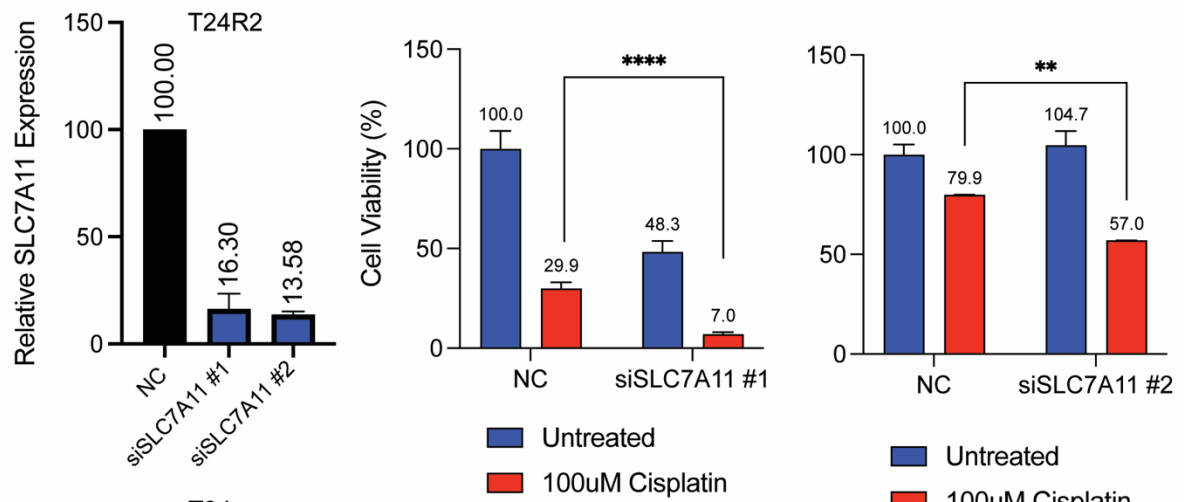

B

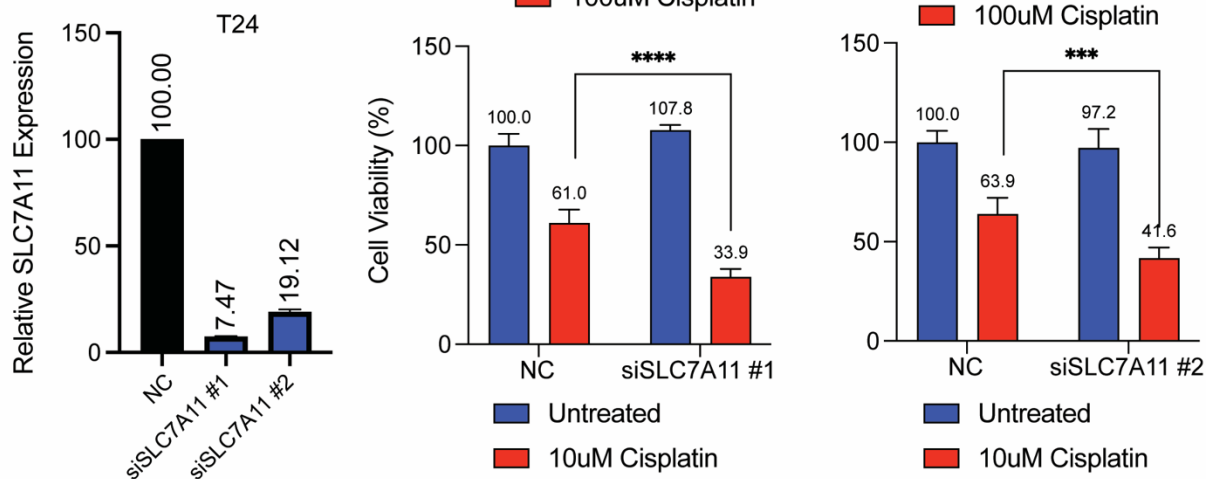

C

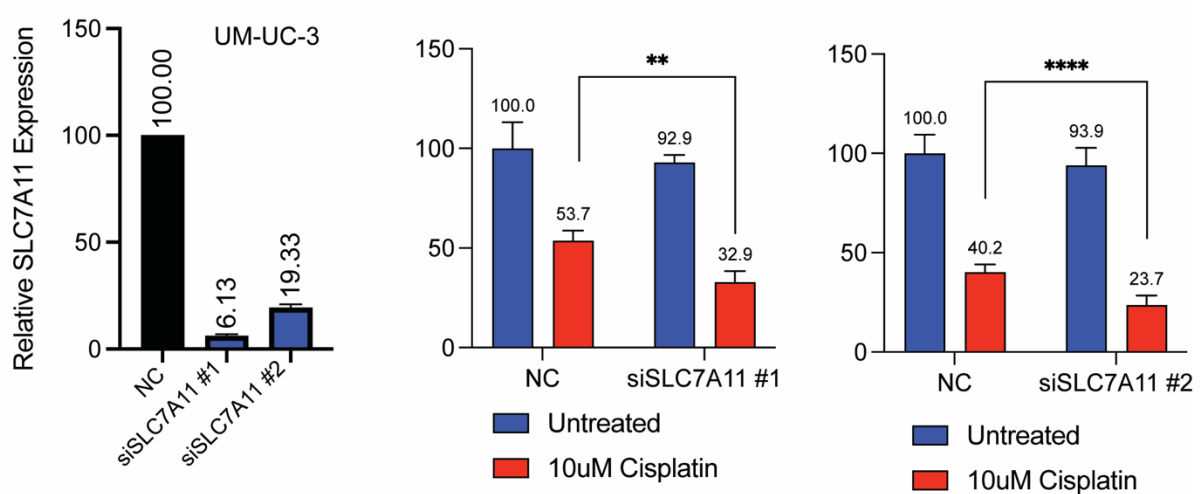

D

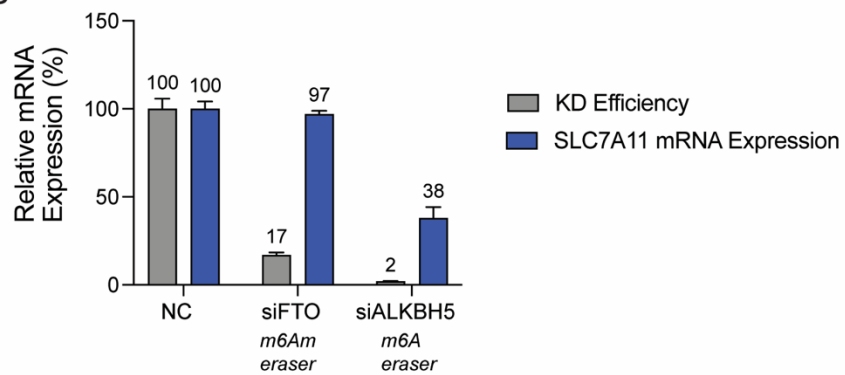

**Supplementary Figure 3. siRNA-knockdown efficiency and cisplatin viability in BC cells.** SLC7A11 siRNA-knockdown efficiency and cell viability upon siSLC7A11 knockdown (two independent siRNAs) with and without cisplatin treatment in (A) T24R2, (B) T24, (C) UM-UC-3 cells. NC= negative control (scrambled siRNA). (D) ALKBH5 and FTO siRNA knockdown efficiency and SLC7A11 mRNA expression upon respective knockdown. Significant codes: ‘\*\*\*\*’:  $p < 0.00001$ , ‘\*\*\*’:  $p < 0.01$ .

| Target   | Differential Expression | Peak # Location    | Differential Methylation | Expected Effect of KD on Resistance | Actual Effect of KD on Resistance: CDI | Corroborates?   |
|----------|-------------------------|--------------------|--------------------------|-------------------------------------|----------------------------------------|-----------------|
| FABP5    | ↓                       | 1: utr5            | ↑                        | Antagonism                          | 0.5519<br>SYNERGISTIC                  | <b>OPPOSITE</b> |
| SERPINE1 | ↓                       | 1: utr3            | ↑                        | Antagonism                          | 0.9553                                 | NOT SIGNIFICANT |
| OSBP2    | ↓                       | 1: exon            | ↑                        | Antagonism                          | 0.7738                                 | NOT SIGNIFICANT |
| ANO9     | ↓                       | 1: exon<br>2: exon | ↑                        | Antagonism                          | 0.5614<br>SYNERGISTIC                  | <b>OPPOSITE</b> |
| PLA2R1   | ↓                       | 1: exon            | ↓                        | Antagonism                          | 0.7466                                 | NOT SIGNIFICANT |
| SLC7A11  | ↑                       | 1: utr5            | ↓                        | Synergy                             | 0.4198<br>SYNERGISTIC                  | <b>YES</b>      |
| PML      | ↑                       | 1: exon            | ↑                        | Synergy                             | 0.9549                                 | NOT SIGNIFICANT |

**Supplementary Table 5.** Summary table of functional validation for the 7 transcripts previously validated by qPCR and MeRIP-qPCR. Arrows indicate expression or methylation levels in T24R2 compared to T24. CDI is a coefficient of synergy where  $CDI < 0.7$  indicates statistically significant synergy and  $CDI > 1$  indicates statically significant antagonism. CDI is the average of 3 biological replicates.

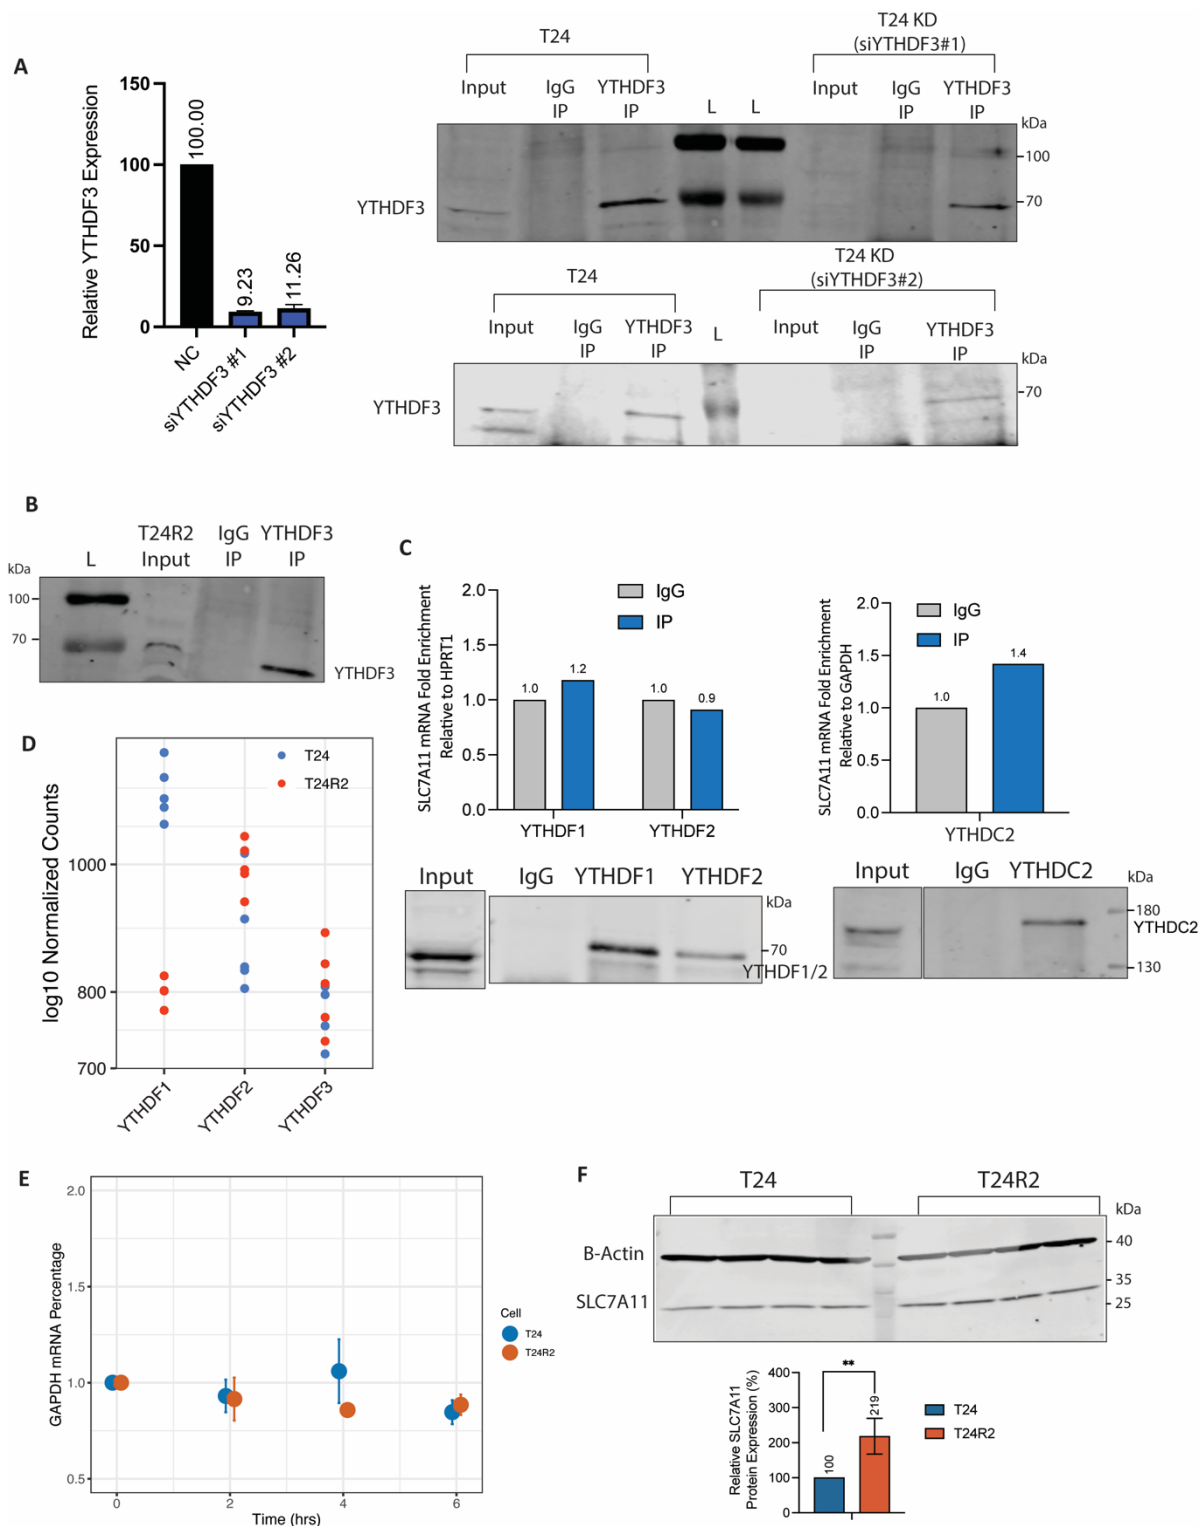

**Supplementary Figure 4. Immunoprecipitation efficiency for RIP-qPCR and mRNA decay negative controls in T24 and T24R2 BC cells.** Western blot showing immunoprecipitation efficiency for RIP-qPCR experiment for YTHDF3 in (A) T24 and T24 siYTHDF3 KD (two independent siRNAs) and (B) T24R2. Negative RIP-qPCR results and IP efficiency for additional m<sup>6</sup>A readers, (C) YTHDF1-2 and YTHDC2 showing no enrichment of SLC7A11 mRNA upon significant pull-down. (D) Normalized RNA-seq count of YTHDF1-3 in T24 and T24R2 cells. (E) Negative control GAPDH mRNA decay in T24 and T24R2 via Actinomycin D RNA stability assay. (F) Western blot and densitometric quantification of SLC7A11 protein expression between T24 and T24R2 in four additional replicates. L=ladder.

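For panel (D), counts were normalized by size factors as for SLC7A11 in Figure 4C. Normalized YTHDF1 counts were 1137 ± 54.7 in T24 and 797 ± 19.2 in T24R2 (SD, n = 5 each). For YTHDF2 they were 881 ± 86.5 in T24 and 1000.0 ± 42.4 in T24R2 (SD, n = 5 each). Normalized YTHDF3 counts were 778 ± 40.7 in T24 and 810 ± 59.5 in T24R2 (SD, n = 5 each). YTHDF1 was the 1 reader whose libraries did not overlap between the lines.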

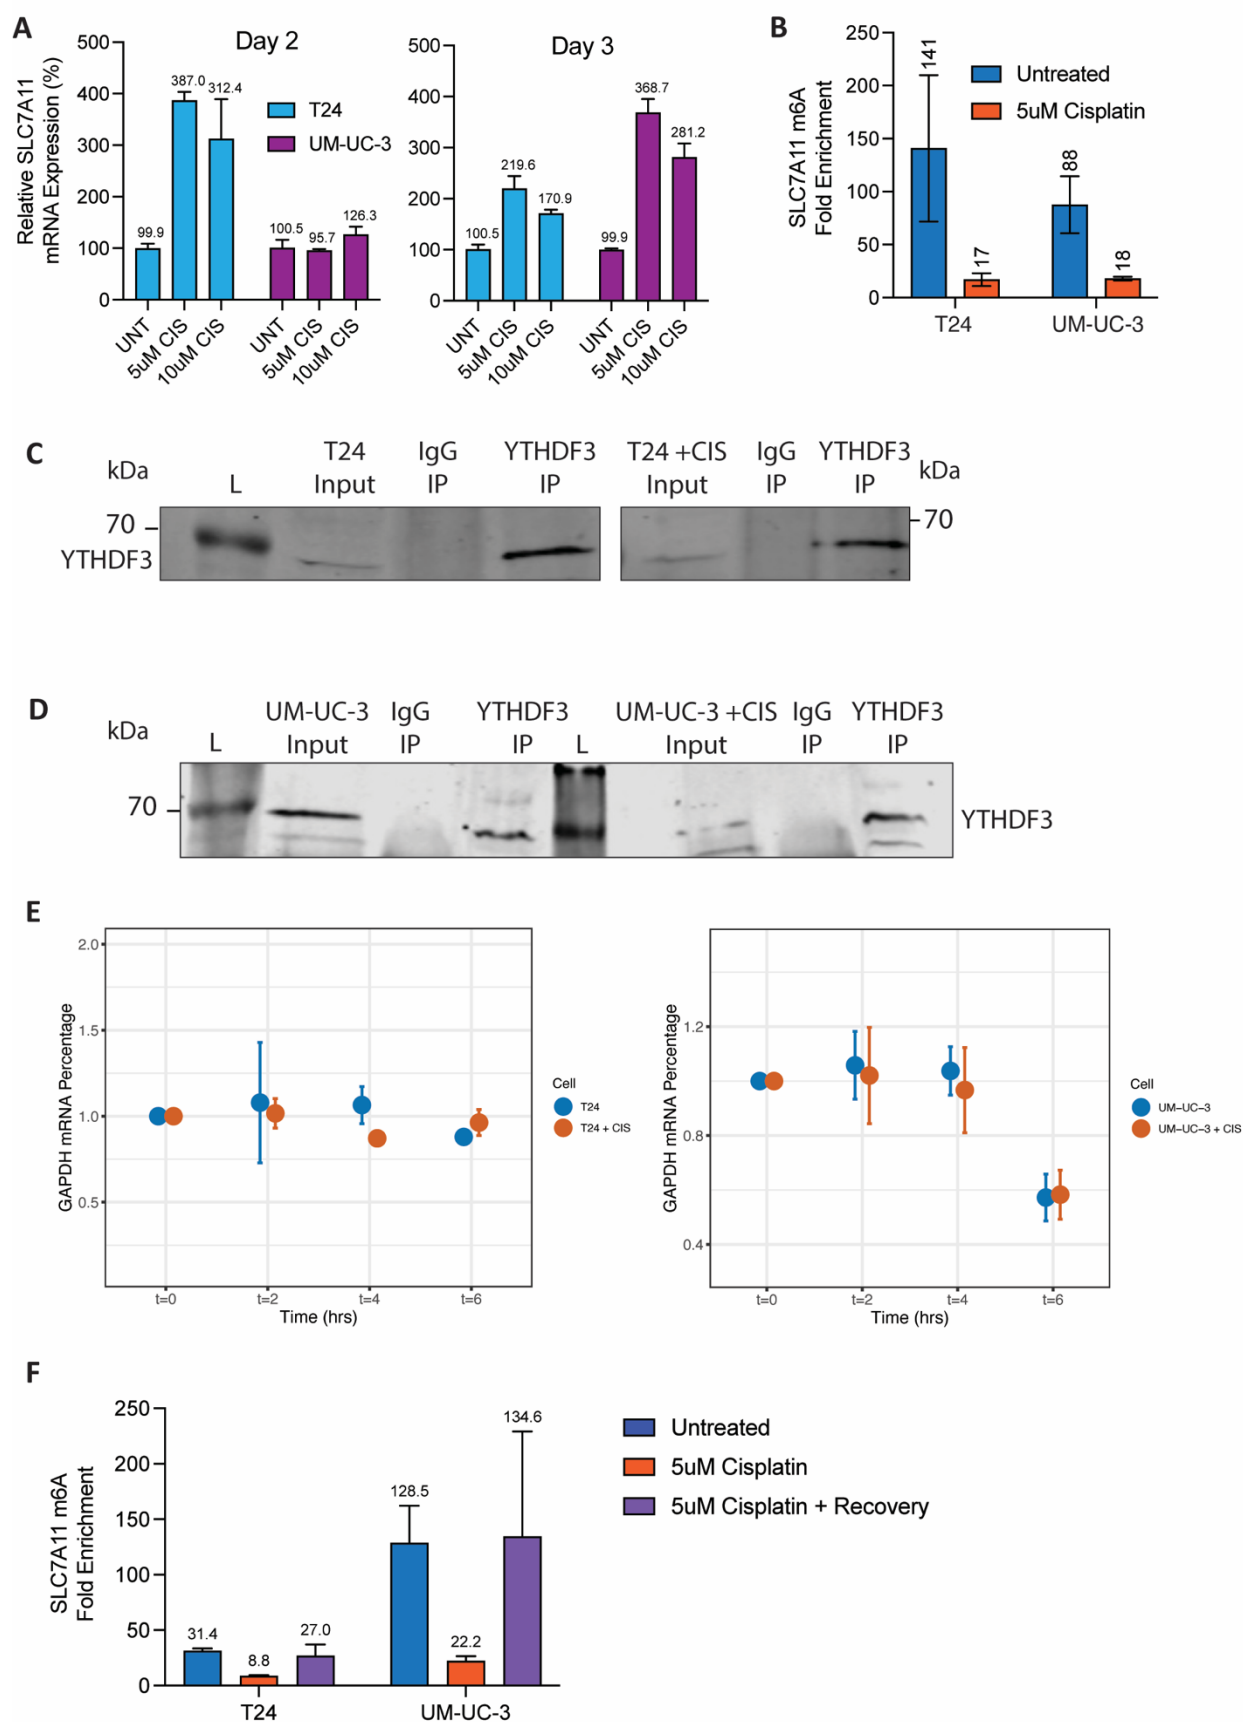

**Supplementary Figure 5. Cisplatin treatment optimization, MeRIP-qPCR and immunoprecipitation efficiency for RIP-qPCR for T24 and UM-UC-3 BC cells. (A)**

Relative SLC7A11 mRNA expression in T24 and UM-UC-3 cells untreated vs treated with 5uM and 10uM cisplatin after 48 and 72 hours. (B) SLC7A11 m<sup>6</sup>A fold enrichment for T24 and UM-UC-3 untreated and treated with 5uM cisplatin for 48 hours using MeRIP-qPCR. (C-D) Western blot showing immunoprecipitation efficiency for RIP-qPCR experiment for YTHDF3 in (C) T24 +/- cisplatin and (D) UM-UC-3 +/- cisplatin including input, IgG control IP and YTHDF3 IP. (E) Negative control GAPDH mRNA decay in T24 and UM-UC-3 cells treated with cisplatin compared to untreated cells. (F) SLC7A11 m<sup>6</sup>A fold enrichment for T24 and UM-UC-3 cells at baseline, after cisplatin treatment, and again after recovery from cisplatin treatment, using MeRIP-qPCR. L=ladder.

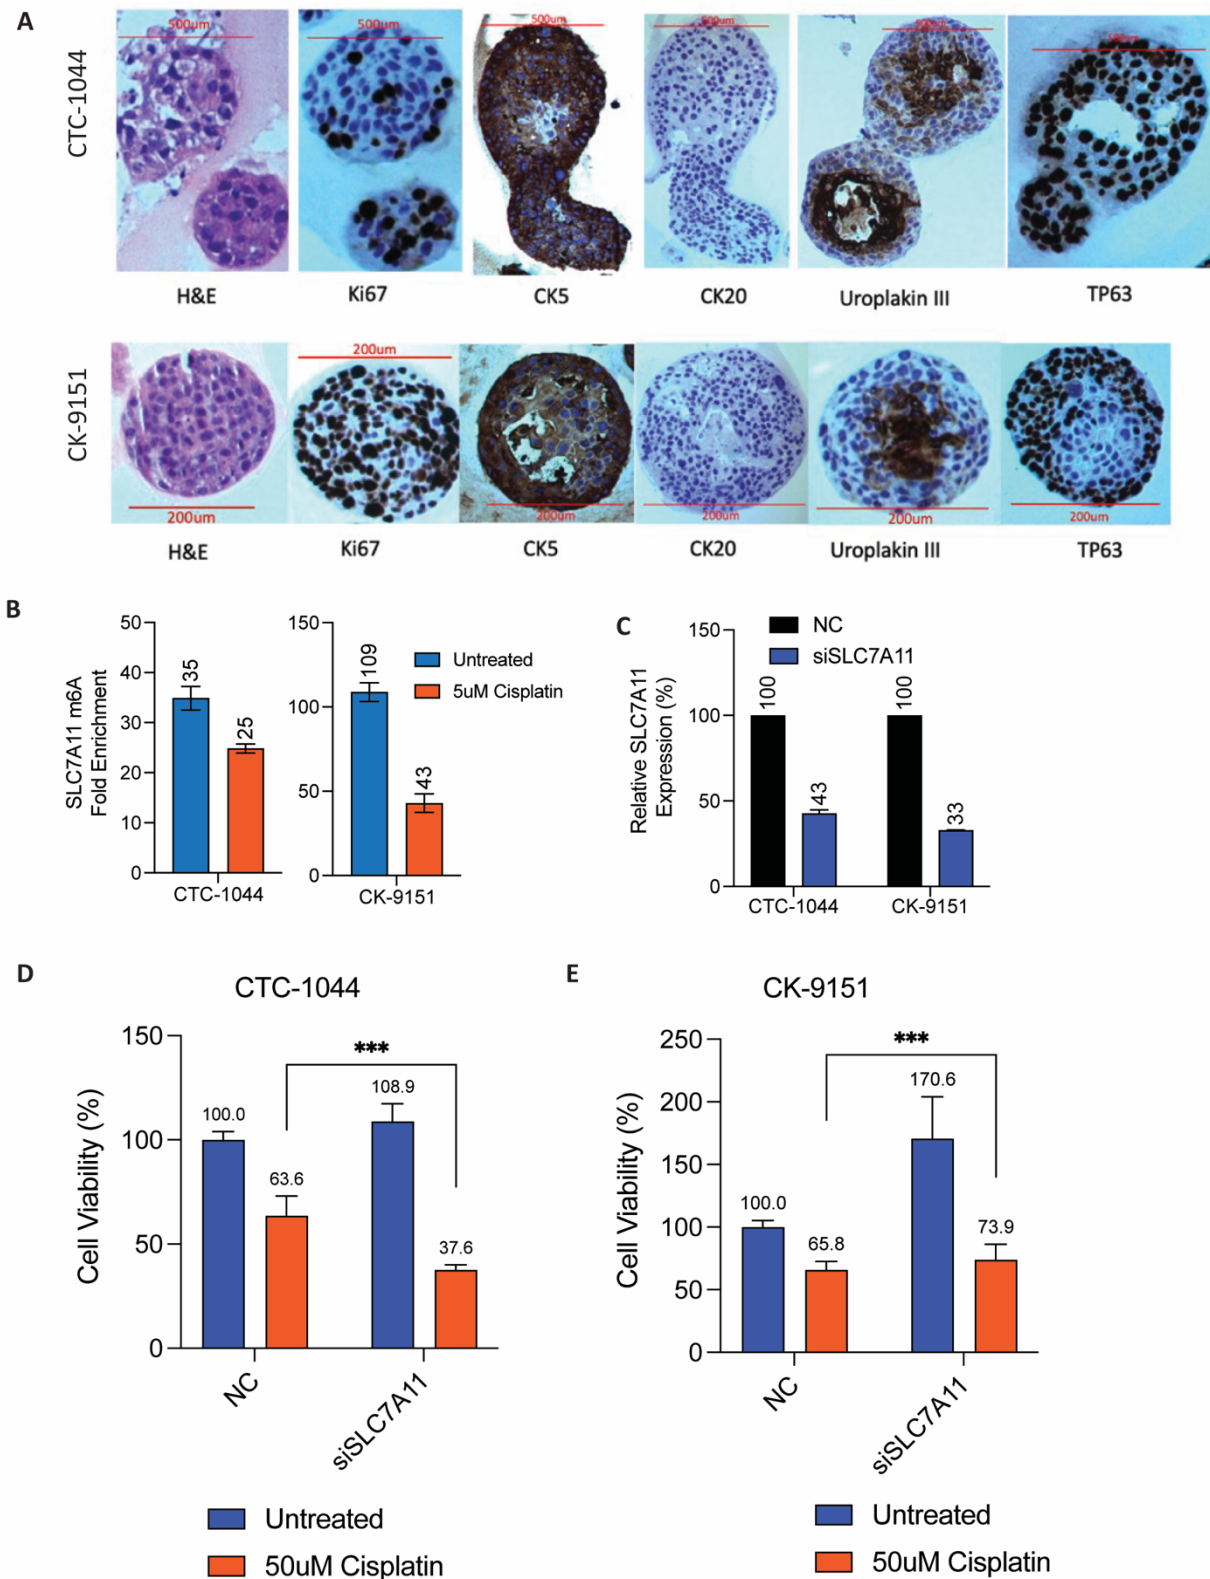

**Supplementary Figure 6. Characterization, MeRIP-qPCR, SLC7A11 siRNA knockdown efficiency and cell viability of PDOs.** (A) Characterization of patient derived organoids (PDOs) using histologic stains for H&E, CK5, Ki67, CK20, TP63 and Uroplakin III at 10X. (B) SLC7A11 m<sup>6</sup>A fold enrichment by MeRIP-qPCR for PDO CTC-1044 and CK-9151 untreated vs treated with 50uM cisplatin for 48 hours. (C) SLC7A11 siRNA-knockdown efficiency in CTC-1044 and CK-9151. Cell viability upon siSLC7A11 knockdown with and without cisplatin treatment in (D) CTC-1044 and (E) CK-9151. NC= negative control. Significant codes: '\*\*\*': 0.001, '\*': 0.05.

How the deposited data were processed for this re-analysis (not part of the article)

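The data were RNA-seq libraries of the human bladder cancer cell line T24 and of its cisplatin-resistant derivative T24R2, with 5 replicates of each line from day 3 of culture. The MeRIP-seq libraries, the qPCR, RIP-qPCR and RNA stability assays and the organoids of the paper were not analysed here.

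The authors aligned the reads to hg38 with STAR 2.7.0, kept uniquely mapped reads without duplicates with samtools 1.10 and counted fragments per gene of GENCODE release 39 with featureCounts 2.0.1, using strand option 1. The deposited values are raw fragment counts per gene and library, without normalization or pooling of replicates. Of 61533 genes in the tables, 61415 have a symbol in the gene name table, and 33622 had a count in at least 1 library. No row lacked a gene identifier (0 rows). Total counts per library were 9257843 to 10840954, and mitochondrial genes took 2.35% to 2.97% of them. At this depth, the median error of a log2 fold change in simulated counts was 0.07, and a gene at 3 counts or fewer in every library of a line was treated as at the floor, where only a lower bound of its fold change is given. Floors cover counting error only, because duplicates were removed by position and the libraries are not described as having molecular identifiers.

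From these counts, T24R2 was compared with T24 in R 4.3.3 with edgeR 4.0.16, using the default filterByExpr filter (16181 genes), TMM normalization, glmQLFit and glmQLFTest, and Benjamini-Hochberg adjustment. Genes were called at an adjusted p-value under 0.05 and an absolute log2 fold change over 0.5, the thresholds of the paper. CPM values, counts scaled to library size, were computed with TMM-scaled library sizes, and means are given with the SD of 5 libraries. Exact two-sided permutation tests of CPM accompany single genes; the smallest p they can give with 5 against 5 is 0.00794. Principal components used the variance-stabilized counts of DESeq2 1.42.0. Gene lists were tested with camera of limma 3.58.1 at a preset correlation of 0.01, with adjustment over the 8 lists. Lists were the m6A writers and erasers, NRF2 targets, ATF4 targets, ferroptosis suppressors, ferroptosis promoters, cisplatin handling genes, epithelial markers and mesenchymal markers. Chromosomes with at least 50 tested genes were compared with all genes by 10000 permutations of fold changes across genes, and the neighbours of SLC7A11 with 10000 random runs of consecutive genes. Genes are not independent replicates in these comparisons. Overlaps of exons on opposite strands were computed from the exon coordinates in the tables with bedtools 2.31.1. Other steps used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and SciPy 1.17.1, and the plot used matplotlib 3.10.9.

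The gene lists, the rule for the genes named in the text and all but 1 of the alternatives were fixed before the data were examined. The named genes are the genes the paper names for RNA-seq or as m6A effectors, the 5 largest rises and 5 largest falls among called genes with a mean of at least 32 CPM, up to 3 members of each gene list with the smallest adjusted p, and the nearest tested gene on each side of SLC7A11. BEST1, FTH1, VIM-AS1, IGFBP7, INPP4B, NFE2L2, KEAP1, PCIF1, EPCAM and AP1M2 were named after their values were seen. So were ELF2, PPP1R14BP3, the genes overlapping candidates and the gene ATF4. The results of some genes that the rule covers are not reported here.

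The alternatives were no scaling beyond library size, upper-quartile normalization, DESeq2 without shrinkage and with normal or apeglm 1.24.0 shrinkage, limma-voom, no count filter, a mean of at least 100 counts, removal of mitochondrial genes, a block for the replicate number, other thresholds, other tests of the gene lists, other windows around SLC7A11, other settings of the principal components and leaving out each library in turn. Removal of every gene overlapped from the opposite strand was added after the data were seen.

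The steps were tested on simulated counts in which 200 of 16181 genes were changed. The edgeR test called 193 of the 200 and 3 unchanged genes, and 0 genes when nothing was changed. DESeq2 called 192 without shrinkage, 104 with normal shrinkage and 192 with apeglm shrinkage, and limma-voom called 191. The simulation changed far fewer genes than the 8309 called in the data. It therefore does not show how scaling or shrinkage behave when a large share of genes changes. In the data, normal shrinkage called 8188 genes, 8185 of them among the 8309. A list raised in the simulation was found by camera and an unchanged list was not. A chromosome raised by 0.4 was found with an estimated shift of 0.38.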

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

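The tests of GC content and length on gene lists and chromosomes, of opposite-strand reads on gene lists, of lost regions and of mixed libraries were chosen after the results they bear on were seen; the others were written before.

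A gap between the extreme replicate and the other replicates of its line, relative to the range, was found in 3 of 44 comparisons, where chance alone gives 2.2. SBNO2 in T24 replicate 1 had 202.29 CPM, against 217 to 220 in the other T24 libraries. FN1 took 0.87325% of the counts of T24 replicate 4, against 0.709% to 0.752% in the others. In T24R2 replicate 3, the 10 most abundant genes took 7.6852% of the counts, against 7.04% to 7.19%. A mixed or exchanged library is argued against, since on genes off in the other 4 libraries of its own line and on in the other line, no library held more than 0.447% of the level in the other line. With each library left out in turn, 8398 to 8466 genes were called. No biological explanation was tested for differences between replicates of 1 line.

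The number of genes called between T24R2 and T24, 8309, was reached by 1 of 100 splits of the 10 libraries drawn from the 126 possible, namely the real one. The other splits drawn called a median of 0 and at most 0 genes. Each of them mixes libraries of both lines in both groups, which adds to the spread within groups, so their 0 does not measure how many genes unrelated groups would call. Line, culture history and exposure to cisplatin remain confounded in this comparison.

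Genes that lie antisense to another gene, which the paper does not discuss, often had as many counts per base as their opposite gene, or more. In 400 pairs, the median ratio of counts per base was 1.69 (quartiles 0.457 and 2.76), and 18.5% of pairs had a ratio under 0.2. Across the 281 pairs with both genes tested, the log2 fold changes had a Pearson correlation of 0.963 and a Spearman correlation of 0.916 (permutation p = 0.0001, the smallest 10000 permutations can give). These are correlations across genes, which are not independent replicates. BEST1 had a mean of 35419 counts and FTH1, with which it shares 1267 exon bases, 43002; VIM had a log2 fold change of 3.04 and VIM-AS1 2.92. A ratio near or above 1 is what counting by strand gives for libraries without strand information. The methods do not state whether the kit they name keeps strand information. Shared regulation of the genes of a pair stays open for the fold changes, and was not tested. Of the tested genes, 8040 have some opposite-strand overlap and 926 have it over more than 50% of their exon bases.

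NRF2 targets, a list that excludes SLC7A11, had a median log2 fold change of 0.97 over 30 members, with 25 higher in T24R2 (camera, adjusted p = 1.8e-05). Of these, 19 were called higher and 1 lower, and 20 passed when adjusted over the list alone; the median was the same with the 1 member at the floor set to its bound. The members with the smallest adjusted p were TRIM16L (log2 fold change 4.17), PGD (2.77) and AKR1C3 (3.51); TRIM16L and AKR1C3 have close paralogs. GC content and transcript length are argued against, since the median after removal of those trends was 0.992 and 0 of 10000 random lists were as high. Opposite-strand reads are argued against by a median of 1.25 in the 21 members without any overlap. The call held in camera with an estimated correlation (adjusted p = 0.0483). The list also passed fry, but so did all 8 lists, so fry adds nothing specific to NRF2 targets. A hypothesis left open is that NRF2 activity is higher in T24R2, in which the rise of SLC7A11 may be part of a general rise of NRF2 target transcripts. The median of 0.97 fits this and does not exclude the slower decay that the paper measured, which was not analysed here. Named after their values were seen, NFE2L2, which encodes NRF2, had a log2 fold change of 1.50 (standard error 0.05) and KEAP1, its repressor, 0.73.

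ATF4 targets had a median log2 fold change of 0.619 over 27 tested members, with 23 higher in T24R2 (camera, adjusted p = 0.000122), 14 called higher, 1 called lower and 15 past the threshold when adjusted over the list alone. PSAT1 (2.00), PHGDH (1.27) and STC2 (1.13) had the smallest adjusted p. After removal of GC content and length trends the median was 0.553, as high in 13 of 10000 random lists, and in the 17 members without overlap it was 0.996, which argue against those causes. The call held in camera with an estimated correlation (adjusted p = 0.0127). Passing fry adds nothing specific to ATF4 targets, since all 8 lists passed it. A rise of ATF4 targets may also contribute to the higher SLC7A11 count, as a hypothesis; the gene ATF4 itself, named after its value was seen, had a log2 fold change of -0.43.

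Epithelial markers had a median log2 fold change of -0.663 over the 12 tested of 22 members (camera, adjusted p = 0.0377). Of the 12, 3 were higher and 9 lower, and 1 was called higher and 8 lower. Adjusted over the list alone, 9 passed the threshold. The members not tested, such as CDH1 and ESRP1, had too few counts over the libraries of both lines. Heatmap genes, KRT19 among them, were kept out of the lists. ELF3 (-7.96), CLDN4 (-3.89) and KRT7 (-0.71) had the smallest adjusted p; opposite-strand genes overlap 9.24% of the exon bases of ELF3 and 7.85% of those of KRT7. EPCAM was at least 15.1-fold lower and AP1M2 at least 22.3-fold higher, and the median was the same with both at their bounds. The list did not pass with an estimated correlation (adjusted p = 0.100), over genes with a mean of at least 100 counts (-0.62, adjusted p = 0.0687), without T24R2 replicate 3 (adjusted p = 0.0560) or in the 6 members without overlap (-0.12, adjusted p = 0.859), where opposite-strand reads could matter. Both a technical part and a difference between the lines stay open.

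On 15 of 23 chromosomes, the genes of the chromosome shifted together against all genes. The furthest were chromosome 11 (median shift -0.57), 20 (-0.45), 13 (-0.41) and 10 (-0.30), and in the other direction chromosome 2 (0.36), 18 (0.29) and 6 (0.28). After removal of GC content and length trends, 12 of the 15 stayed shifted the same way, which argues against those trends as the whole cause. Genes not called moved the same way on 13 of the 15, but this decides nothing about a few genes of very large change, since the calls follow from the fold changes and a median is not moved by a few genes. A gene's log2 fold change followed the median of its 10 nearest tested genes (Spearman correlation 0.422 over 16148 genes, against -0.032 to 0.040 in 1000 permuted orders; 0.339 without overlapped genes). Copy number differences between the lines may account for this, as a hypothesis, while regulation over whole regions stays open.

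In every T24R2 library, 49 genes had 3 counts or fewer that had at least 100 in every T24 library, and 18 genes showed the opposite. Loss of a region holding several genes is argued against for most of the 49, since 1 had both nearest tested genes also at the floor, 14 had at least 1, and 35 had neither. A loss reaching 1 gene and silencing stay open. Of the 18 genes counted in T24R2, 8 lie on chromosome X. Of these, 4 are members of the SPANX family, whose paralogs make counts of single genes uncertain.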

How the results depend on the processing

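The 13 lower and 2 higher candidate transcripts, the 45 transcripts of Figure 2C and 2D and the 20 heatmap genes kept their numbers under each scaling, count filter, test, block and left-out library tried, apart from the alternative added after seeing the data. SLC7A11 stayed called, with log2 fold changes of 3.04 to 3.22 under those settings and 3.00 to 3.10 with each library left out. YTHDF2 and YTHDF3 stayed under the fold change minimum throughout, although the adjusted p of YTHDF3 was 0.000549 without scaling and 0.0284 with upper-quartile normalization. The median of SLC7A11's neighbours stayed within the range of random runs under each scaling, count filter, block, window and left-out library tried. It was not computed with DESeq2 or limma-voom.

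YTHDF1 lost its call without scaling (-0.34), with upper-quartile normalization (-0.43) and over genes with a mean of at least 100 counts (-0.48), and ranged from -0.53 to -0.49 with each library left out. These scalings move the median log2 fold change of all genes from 0.01 to 0.18 and 0.09. YTHDC2 (-0.02) turned positive without scaling (0.14), with upper-quartile normalization (0.051) and over genes with a mean of at least 100 counts (0.0069), ranging from -0.065 to 0.024 with each library left out. HPRT1 was 0.00089 without scaling, and VIRMA ranged from -0.0087 to 0.050 with each library left out. None of these 3 genes was called. WTAP (0.52) lost its call without T24 replicate 2 (0.48). FTO gained one without T24 replicate 4 or T24R2 replicate 3, and GAPDH without T24 replicate 4; their log2 fold changes reached -0.51. The causes were not tested beyond the scaling itself.

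The number of called genes went from 8309 to 4991 (2350 higher, 2641 lower) over genes with a mean of at least 100 counts and to 4211 (1918 higher, 2293 lower) at a log2 fold change over 1, as fewer genes can pass. With no count filter, 10919 were called (5338 higher, 5581 lower). With no fold change minimum, 6128 were higher and 6084 lower. Without scaling, 5206 were higher and 3431 lower (39.7% lower, against 51.5%).

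The sample labels do not say whether the replicate numbers pair the libraries. Same-numbered libraries had correlations of 0.005 to 0.066, against a mean of -0.007 for different numbers, so no strong shared effect was seen. With the number as a block, 8240 genes were called, 8226 of them among the 8309.

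Among gene lists, ferroptosis promoters turned positive with no count filter (0.26) and over genes with a mean of at least 100 counts (0.24), and mesenchymal markers turned negative with no count filter (-0.42). Epithelial markers (-0.66) did not pass with an estimated correlation (adjusted p = 0.100) or over genes with a mean of at least 100 counts (-0.62), and ranged from -0.71 to -0.63 with each library left out. The fry test asks whether the members of a list shift in a common direction, without comparing them with other genes. By fry, 5 more lists passed, the m6A writers and erasers (0.093), ferroptosis suppressors (-0.21), ferroptosis promoters (-0.52), cisplatin handling (0.23) and mesenchymal markers (0.26). Over genes with a mean of at least 1000 counts, 5 chromosomes shifted, with fewer genes tested.

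Without genes overlapped from the opposite strand, chosen after seeing the data, 8141 genes were tested and 4302 called (2127 higher, 2175 lower). By construction, 7 lower and 0 higher candidates, 19 transcripts of Figure 2C and 2D and 8 heatmap genes were left. YTHDF1 was -0.49, cisplatin handling -0.20, epithelial markers -0.12 and mesenchymal markers -0.20.

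The first principal component held 84.3% over all genes with at least 1 count, 97.0% over 5000 genes, 98.3% on log2 CPM, 99.2% on scaled genes, and 99.3% to 99.4% with each library left out. The cause was not tested.

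Of 109 other results, 1 reversed over genes with a mean of at least 100 counts, 2 without scaling and 1 with upper-quartile normalization, and 6 fits without 1 library reversed YTHDC2 or VIRMA; these are the genes named above. Depth limits genes at 3 counts or fewer to lower bounds.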

Differences from the paper's values

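The paper's text gives 6 of the 15 candidate transcripts as higher in RNA-seq, whereas 2 were called higher here, PML and SLC7A11. None of the alternatives set before the data were examined closed the gap, since 2 were higher in each of them. The text gives 9 as lower, whereas 13 were called lower here. The arrows of Fig. 2E and the RNA-seq bars of Fig. 3A show 2 transcripts higher and 13 lower, and the levels here were 0.94 to 1.03 of the values read by eye from Fig. 3A for the 15 transcripts.

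The paper states that mRNA levels of the YTHDF readers showed no significant differences, which can be read as a comparison of the readers with each other or of the lines for each reader. The readers were not compared with each other here. Between the lines, YTHDF1 was called lower in T24R2 (log2 fold change -0.51, adjusted p = 7.6e-12 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and YTHDF2 and YTHDF3 were not called. YTHDF1 was not called without scaling, with upper-quartile normalization or over genes with a mean of at least 100 counts, and also not without genes overlapped from the opposite strand, an alternative chosen after seeing the values.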

Other observations

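The test of SLC7A11-AS1 reads was chosen after the result was seen; the others were written before.

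Of the calls, 51.5% were lower in T24R2, but this share followed the scaling, with 46.1% under upper-quartile normalization and 39.7% without scaling, and it was 49.8% with no fold change minimum. An excess of lower genes is therefore not established. A few abundant genes taking a large share of the counts and a difference between the lines cannot be told apart here, because the scaling sets the balance of higher and lower calls. Across 16181 genes, the log2 fold change had a Spearman correlation of 0.0414 with gene length, which argues against length. For GC content the correlation was -0.122, between the values set in advance for either outcome, which leaves GC content open.

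For the higher SLC7A11 count, the 20 neighbours within 5 Mb had a median of 0.344, far below the 3.06 of the gene. This argues against a gain of the whole region as the source of the full rise. A modest gain is not excluded by the two-sided permutation p of 0.397, since the random runs may hold copy number differences too. Within 1 Mb the median was 0.78 (two-sided permutation p = 0.190). The genes there were SLC7A11-AS1 (3.29), NOCT (1.11), ELF2 (0.44, not called) and PPP1R14BP3 (-0.39, not called). SLC7A11-AS1 shares 865 exon bases with SLC7A11, so part of its counts may be SLC7A11 fragments. So few genes cannot decide on a smaller gain close to the gene, which stays open. Reads of SLC7A11-AS1 are argued against, since the log2 ratio was 3.03 with all of its counts taken off. Higher NRF2 or ATF4 target transcripts, with medians of 0.97 and 0.619, are open as hypotheses. A copy number change of the gene alone is open too and was not tested. The RNA stability assay of the paper found slower decay of SLC7A11 mRNA in T24R2. That assay was not analysed here, and the values here do not exclude its result.

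The other lists did not shift as groups by camera. The medians of log2 fold change were 0.09 over 14 m6A writers and erasers (adjusted p = 0.619), -0.21 over 16 ferroptosis suppressors (adjusted p = 0.947), -0.52 over 15 ferroptosis promoters (adjusted p = 0.619), 0.23 over 22 cisplatin handling genes (adjusted p = 0.213) and 0.26 over 16 mesenchymal markers (adjusted p = 0.947). Members went both ways, such as SCD (3.23) and GSS (-0.87) among the suppressors, ERCC2 (1.41) and MT1E (-0.79) among the cisplatin handling genes, and VIM (3.04) and LOX (-2.98) among the mesenchymal markers. Of the ferroptosis promoters, 7 of 15 were higher, and the members with the smallest adjusted p, SAT1 (-3.36), TFRC (-0.86) and HMGB1 (-0.81), were lower. Of the m6A list, CBLL1 (1.05), ZC3H13 (0.70) and WTAP (0.52) were called higher and PCIF1 (-0.54), named after its value was seen, lower; an opposite-strand gene with a mean of 6406 counts overlaps 6.81% of the exon bases of WTAP. METTL3 (-0.24), METTL14 (0.10), ALKBH5 (-0.40) and FTO (-0.47) were not called.

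The paper uses GAPDH as an unmethylated control transcript in its decay assay. Its methods also name GAPDH as the housekeeping gene for RT-qPCR after global m6A was altered. GAPDH had 5464 CPM in T24 and 3904 in T24R2. Its log2 fold change was -0.48 (standard error 0.04, adjusted p = 2.4e-14 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), under the fold change minimum. A gene on the opposite strand overlaps 17.6% of its exon bases.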
